# An epithelial cell culture model for sturgeon integument responds sensitively to 2,3,7,8-tetrachlorodibenzo-p-dioxin exposure

**DOI:** 10.1038/s41598-025-12299-7

**Published:** 2025-07-24

**Authors:** Sumi Nechat, Melina Shadi, Andrea D. Schreier, Nann A. Fangue, John P. Sundberg, Robert H. Rice

**Keywords:** AHR ligand binding model, Epithelial histology, EROD induction, Keratin immunostaining and content, PacBio RNA sequencing, Cell biology, Environmental sciences, Pathogenesis

## Abstract

Sturgeon species are threatened or endangered worldwide due to habitat loss and increasing pollution. An epithelial cell culture model promises to help investigate hazardous environmental exposures. Stratified squamous integument of green and white sturgeons (*Acipenser medirostris* and *transmontanus*, respectively) and cells cultured from their epithelia expressed substantial levels of TGM1-like transglutaminases, types I and II keratins and aryl hydrocarbon receptor (AHR) proteins analogous to those in mammalian integument. Epithelial cells cultured from the rim of the mouth, oral cavity and ampullae of Lorenzini exhibited dramatic growth suppression upon exposure to environmentally relevant levels of 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD), a model compound for ubiquitous environmental combustion products that activate the AHR. The rho kinase inhibitor Y27632 markedly increased cell growth in culture and, surprisingly, prevented growth suppression by TCDD. Thus, these epithelial cell cultures provide an intriguing model for studying the mechanism by which activation of the AHR produces adverse effects. Evidently, contributions from genome duplication, gene duplication, gene loss and complications of polyploidization have endowed sturgeon with multiple forms of AHR, in this case 3 pairs of closely related genes. AHR1 and AHR2 are predicted to bind TCDD with high affinity, which could help rationalize the cellular sensitivity to AHR activation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-12299-7.

## Introduction

Major commercial fisheries are in world-wide decline from pollution of the aquatic ecosystem^1^, intensive harvesting, loss and degradation of habitat^2^ and climate change^3^. Efforts to improve environmental protection overall, to restore degraded habitat and to maintain sustainable fish populations are dependent on understanding and ultimately regulating or mitigating many factors that have led to their dramatic declines. With respect to pollution, toxicology testing using multiple species with a diversity of sensitivities is anticipated to improve identification of specific pollutants of greatest importance^4^. This goal will be facilitated by fast and inexpensive mechanistic testing adaptable to high throughput formats using cell-based and in vitro systems rather than live animals for environmental as well as human hazard assessments^5^.

Among the many fish species currently threatened and endangered worldwide are sturgeon, which are threatened by historical overharvest for caviar and by impoundment and degradation of their feeding and spawning habitats. For example, the San Francisco Bay and Delta comprise an ecosystem where sturgeon and a variety of other species live or spend part of their life cycle. This estuary suffers from pollution at hazardous levels by metals, pesticides and persistent chlorinated aromatic and fluorinated hydrocarbons (including chlorinated dioxins and furans) that threaten the ability of aquatic fauna to thrive^6^. Atlantic (*Acipenser oxyrinchus*), shortnose (*A. brevirostrum*) and lake sturgeon (*A. fulvescens*) are quite sensitive in early life stages to developmental effects from the persistent chlorinated aromatics 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) and polychlorinated biphenyl 126, to which they are exposed at environmentally relevant levels in habitats outside California^7,8^. Based on transcriptional data from liver explants, white sturgeon (*A. transmontanus*) have been predicted to be more sensitive than lake sturgeon to TCDD and possibly as sensitive as rainbow trout (*Oncorhynchus mykiss*)^9^. Present work explores the sensitivities to TCDD of epithelial cells cultured from two species of special interest in California, white and green sturgeon (*A. transmontanus* and *A. medirostris*). Such cultures promise to facilitate toxicity testing while minimizing use of live animals.

Sturgeon are of intrinsic interest as “living fossils” that have changed little in morphology and physiology since they first appeared in the fossil record some 200 million years ago^10^. The very slow rate of germline mutation among sturgeon^11^ raises the question of how different are green and white sturgeon from each other, diverging about 100 million years ago, and from the vertebrate lineage from which they diverged nearly 350 million years ago. Our previous study of the properties of cells cultured from the integument of these two species revealed certain elements in common with, and others distinct from, human epidermal keratinocytes, providing insight into a possible evolutionary pathway permitting terrestrial adaptation^12^. Present work exploits transcriptional analysis with PacBio sequencing of mRNA expressed by cultured cells and the tissues from which cultures were derived. Initial results suggest these cultures adopt a similar keratinocyte-like phenotype, emphasizing the value of studying sturgeon for evolutionary insights.

## Materials and methods

### Sample collection

Green and white sturgeon tissue samples were collected from broodstock fish (no experimental treatments) housed at the Center for Aquatic Biology and Aquaculture, University of California, Davis. White sturgeon samples were also collected from Sterling Caviar (Elverta, CA) through the courtesy of Joshua Lang. Various epithelial tissues, such as oral mucosa (upper palate), esophagus, barbel, rim of the protrusible mouth and regions of epidermis were dissected from sturgeons and transported to the lab in culture medium at ambient temperature. The tissues were divided into two sets for each fish. One set was used for culturing primary cells and isolating RNA, while the other set was used for performing histology, immunohistochemistry (IHC) and laser-capture microdissection. Until sacrifice, sturgeon obtained at the University of California Davis were maintained in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health using IACUC protocols #19,778 (white) and #20,968 (green) approved by the campus Institutional Animal Care and Use Committee. Individual sturgeon were euthanized prior to sampling using buffered tricaine methane sulfonate. Some samples of white sturgeon were dissected from heads provided by Sterling Caviar immediately after sacrifice for production of caviar.

### Cell culture

Dissected tissues were rinsed well with 0.5 mM EDTA in phosphate buffered saline (PBS) to eliminate blood and other contaminants. The primary sturgeon cells were cultured as explants before (white) or after trypsinization (green) in 6 cm dishes to optimize tissue attachment and epithelial outgrowths as previously described for tilapia (*Oreochromis niloticus*) and sturgeon^12,13^. Cultures were maintained at 22–25 °C as previously described in a 2:1 mixture of high glucose Dulbecco-Vogt modified Eagle’s and F12 media supplemented with fetal bovine serum (5%), epidermal growth factor (10 ng/ml), hydrocortisone (0.4 µg/ml), Y27632 rho kinase inhibitor (10 µM), transferrin (5 µg/ml), insulin (5 µg/ml), penicillin (100 units/ml) and streptomycin (100 µg/ml). Ciprofloxacin (10 µM) and amphotericin B (1–2 µg/ml) were initially used for several medium changes to prevent microbial growth. The media were changed every 4 days until the cultures became confluent when the cells were passaged (typically 1:2) or harvested for rhodanile blue staining and immunocytochemistry (ICC). From various explants, some lost to contamination, epithelial cultures were established from green sturgeon upper palate (GSI) and ampullae of Lorenzini (GSA) and from white sturgeon mouth rim (WSM). Fibroblasts (WSF) were also cultured from mouth rim tissue. After several passages as above, subculturing was performed at high density (typically 1:2) in Leibowitz L-15 medium containing 5% fetal bovine serum and either 10 µM Y27632 for epithelial cells or 5 µg/ml insulin for fibroblasts.

To assess the effect of various additives on their responses, cells were seeded in 12 well plates in L-15 medium (1 ml per well) supplemented with 5% fetal bovine serum. At each medium change (3 day intervals), 1 µl of each factor of interest was added per well from a sterile stock solution in aqueous solution (EGF, insulin) or in dimethylsulfoxide (Y23762, TCDD) or a solvent control. For measurement of growth, the wells were rinsed twice in phosphate buffered saline and harvested in 0.5–0.8 ml of 1% SDS. The protein content was measured using bicinchoninic acid^14^ with bovine serum albumin as standard. Confluent wells contained ≈ 300 µg of protein. For measurement of ethoxyresorufin-O-deethylase (EROD) activity^12^, a measure of induced cytochrome P450 1A activity, the medium was removed and wells were incubated for 2 h in 1 ml of L-15 medium containing 7-ethoxyresorufin (4 µM). Fluorescence was then measured (excitation at 560 nm, emission at 600 nm) using a Molecular Devices iD3 fluorometer, where 1 µM resorufin product gave 9.2 × 10^5^ fluorescence units.

### Histology, immunohisto-and immunocytochemistry (IHC and ICC)

Dissected white sturgeon tissues were fixed by immersion in Fekete’s acid-alcohol-formalin for not more than 24 h^15^washed twice with cold PBS and transferred to 70% ethanol. Tissues were infiltrated with paraffin and processed (Tissue-Tek VIP Vacuum Infiltration Processor, Sakura). Sections of 4 μm were stained with hematoxylin and eosin (H&E) for routine evaluation or alcian blue/periodic acid Schiff (PAS) reagent at pH 2.5 to visualize mucus production^16^. For immunohistochemistry, unstained serial sections were treated with a monoclonal mouse antibody pan-cytokeratin AE1/AE3 cocktail (Sigma-Aldrich) that detects numerous acidic type I and basic type II mammalian keratins^17^ and processed as described^18,19^. Briefly, sections were blocked with bovine serum albumin (BSA), incubated overnight at 4 °C with the primary antibody (1:100 dilution), washed and incubated with anti-mouse IgG HRP-linked antibody (Cell Signaling Technology) for 1 h, followed by diaminobenzidine staining for 5 min or until brown color development, with PBS rinsing to stop the reaction. Slides were also labeled with anti-pan-cytokeratin PCK-26 antibody (Abcam 6401) diluted 1:800 with no antigen retrieval using a Bond RX Leica automatic stainer. Immunocytochemistry (ICC) was similarly performed using the AE1/AE3 cocktail on cultured epithelial cells on gelatin-coated slides with minor adjustments. Cells were permeabilized with 0.5% Tween 20 in PBS, blocked with 1% BSA in Tween-PBS, and incubated overnight at 4 °C with the primary antibody (1:100). After washing, they were incubated with HRP-conjugated secondary antibody (1:500), followed by DAB staining. Sections of sturgeon tissues all were immunopositive for keratin in this way, and control sections lacking primary antibody were immunonegative (example of oral tissue shown in Supplementary Fig S1). Cells cultured from green sturgeon were stained with rhodanile blue^20,21^ and, essentially as described for white sturgeon, with anti-pan-cytokertain AE1/AE3. Microscopic images were captured using an Olympus BX50 microscope with a DP27 digital camera for the IHC and a BH2-RFCA microscope for the ICC.

### Laser-capture microdissection

Epithelial tissues from green sturgeon were diced into small pieces with single edged razor blades and placed in cryomolds with Optimal Cutting Temperature (OCT) compound. Tissues were frozen in 2-methylbutane over liquid nitrogen, and 10 μm sections were cut using a Leica CM1850 cryostat at -20 °C. The sections were mounted on PEN-Membrane slides (Leica) for laser-capture microdissection. Selected tissue areas (1 to 10 million µm²) from each sample were pooled and stored at -80 °C until RNA extraction, as previously described^22^.

### RNA extraction, purification and sequencing

Primary cells from white and green sturgeon cultures and epithelial tissues were collected in 700 µL of RLT Plus lysis buffer (Qiagen) and stored at -80 °C prior to RNA isolation. Dissected white sturgeon tissues were disrupted in RLT Plus buffer using an Omni Bead Ruptor 24. RNA was extracted from cultured epithelial cells, tissue lysates, and laser-microdissected samples using the RNeasy Plus Mini Kit (Qiagen) with gDNA eliminator columns. Genomic DNA was removed, and RNA was further purified with the RNA Clean & Concentrator-5 DNase I Kit (Zymo Research).

Total RNA from cultured cells and tissue samples was used for PacBio sequencing by the UC Davis DNA Technologies Core. cDNA and SMRTbell libraries were constructed using 300 ng of total RNA with the NEBNext^®^ Single Cell/Low Input cDNA Synthesis & Amplification Module (New England Biolabs). After 15 cycles of PCR amplification, cDNA was purified using 0.86X SMRTbell cleanup beads. cDNA libraries were pooled for SMRTbell library construction using the SMRTbell prep kit 2.0 or 3.0 (Pacific Biosciences, Menlo Park, CA) with repair and A-tailing, overhang adapter ligation, and nuclease treatment. The Iso-Seq SMRTbell library was sequenced at UC Davis DNA Technologies and Expression Analysis Core (Davis, CA) using one 8 M SMRT cell (Pacific Biosciences, Menlo Park, CA; Cat #101-389-001), Sequel II sequencing chemistry 2.0, and 24-hour movies on a PacBio Sequel II sequencer. cDNA preparation, amplification, and library prep were performed with the Iso-Seq Express Oligo Kit (PacBio) and SMRTbell Prep Kit 3.0 (PacBio).

Iso-Seq data analysis and gene annotation were completed by the UC Davis Bioinformatics Core. Raw sequencing data were analyzed according to the IsoSeq3 pipeline (v3.4.0, https://isoseq.how/*)* and aligned to the sterlet genome (*Acipenser ruthenus*, ASM1064508v1)^23^. Resulting transcripts were classified and filtered using the default criteria within Sqanti3 (v4.1)^24^ with the exception of the splice junction coverage filter, which was replaced by a minimum supporting reads filter ( > = 3). The command line implementation of blastp (v2.14.1+)^25^ was used to align the translated transcripts to the protein sequences of the sterlet genome for functional annotation. Alignments with an e-value less than 0.01 and at least 80% sequence identity were considered significant.

### Quantitative real time PCR and gene expression

Quantitative real time PCR (qPCR) was employed to find relative expression levels of genes anticipated to be relevant for keratinocyte character or toxic responses (transglutaminase 1, keratin, cytochrome P450, aryl hydrocarbon receptor, sulfhydryl oxidase) or for normalization (desmoplakin, filamin A). PacBio-derived RNA sequences were used to derive alignments from which specific primer sets could be deduced. (The primer set for transglutaminase 1 was designed in this way and used previously^12^.) For each transcript, regions were selected with identical sequences for both species for primer design. Keratin sequences were divided into groups I and II most closely related to acidic and basic types, respectively. Similarly, single primer sets were used for mRNAs from *Ahr1* (a and b, PacBio transcripts observed in similar numbers), for *Ahr2* (a and b, PacBio transcripts observed similar numbers) and *Ahr4*. Based on such alignments, custom Taqman assays for 12 sturgeon mRNAs were purchased from Applied Biosystems Life Technologies. Primer and reporter nucleotide sequences are given in Supplementary Table S1. Total RNA (2 µg) from cultured epithelial cells, tissue samples, and laser-microdissected tissues was reverse transcribed into cDNA using a reverse transcription kit (Applied Biosystems) and treated with recombinant DNase (Ambion Turbo DNAse-free kit) to remove contaminating DNA. qPCR was performed with Taqman assays using an Applied Biosystems QuantStudio3 instrument, and relative gene expression levels were calculated by the comparative CT (2^−ΔΔCT^) method^26^where the root mean square of transcripts from the reference sturgeon genes filamin A (*Flna*) and desmoplakin (*Dsp*) was used for normalization.

### Protein measurement, SDS-PAGE and Immunoblotting

Each confluent culture was rinsed twice in PBS, harvested in 1 ml of 0.6 M KCl − 1% triton X-100–0.05 M Tris buffer (pH 7.5), centrifuged 3 min at 10,000 x g and extracted a second time. The pellet was then sonicated in 1 ml of the Tris - Triton buffer without KCl and extracted a second time. The pellet, consisting of keratin that resists solubilization in Triton X-100^27^, was dissolved overnight in 0.5–0.8 ml of 1% SDS with warming. The protein content of each fraction was measured. Samples of equal protein content were compared in 10% gels by SDS-PAGE with Coomassie G-250 staining.

For western blot analysis, separated proteins in gels were blotted onto Immobilon-P membranes (Millipore), blocked with nonfat dry milk (5%) in TBST (25 mM Tris (pH 7.5), 150 mM NaCl, 0.05% Tween 20) for 1 h, washed several times with TBST and incubated with monoclonal mouse pan-cytokeratin cocktail AE1 and AE3 antibody (1:10,000) diluted in sodium azide (5% BSA in TBST and 0.02% sodium azide) overnight at 4 °C. The membranes were washed 4 times with TBST, incubated with anti-mouse IgG HRP-linked (1:5,000) diluted in the blocking buffer for 1 h, followed by 4 washes in TBST. Protein bands in the membrane were visualized with ECL2 reagents (ThermoFisher Scientific) using a Thermo Pierce MyECL imager. Molecular weights were estimated using the PageRuler Plus prestained protein ladder (ThermoFisher). Original uncropped images from PAGE and immunoblotting are shown in Supplementary Figure S6.

### Statistical analysis

Results from protein analyses were analyzed by ANOVA using Statistics Kingdom online calculator https://www.statskingdom.com/180Anova1way.html, which tests for data normality and provides Tukey HSD pairwise comparisons. Except as noted, each experiment was performed independently in triplicate at least twice, of which a representative result is illustrated.

## Results

Sturgeon skin does not have scales (although it covers bony plates called scutes in regions not sampled). It consists of the epidermis, dermis and hypodermis, while the mucus membranes have an epithelial layer, lamina propria, and underlying adventitia. The basic structures are similar with anatomic site-specific differences. The dorsal and ventral skin of white sturgeon, including rim of the mouth, epithelia of the barbels and ampullae of Lorenzini, were covered by non-cornifying stratified squamous epithelium seen at low (Fig. 1a, e, i, m) and higher magnification (Fig. 1b, f, j, n). Cuboidal to columnar cells formed the stratum basale on the basement membrane, a PAS-positive line at the junction of the epidermis and dermis. Above these, the cells became polyhedral with numerous “spines” between the cells, an artifact of shrinkage revealing desmosomal attachments as in the stratum spinosum of mammalian epidermis, evident at high magnification in both H&E and keratin IHC (Fig. 1d, h, l, p). The cells flattened parallel to the length of the skin forming a layer similar to the stratum granulosum in mammalian skin but without the keratohyalin granules. No stratum corneum was evident. The underlying dermis consisted of loose irregular collagenous connective tissue, blood vessels, and nerves. Scattered throughout the epidermis of the dorsal skin were irregular, heavily pigmented dendritic cells (Fig. 1i, j, k, l). Each epithelium displayed clearly positive cytoplasmic immunostaining with both pan-cytokeratin antibodies (Fig. 1c, g, k, o). In sections of the mouth (Fig. 1c), barbel (Fig. 1g) and dorsal skin (Fig. 1k), the keratin IHC revealed a clearly delineated basal layer.

**Fig. 1:**
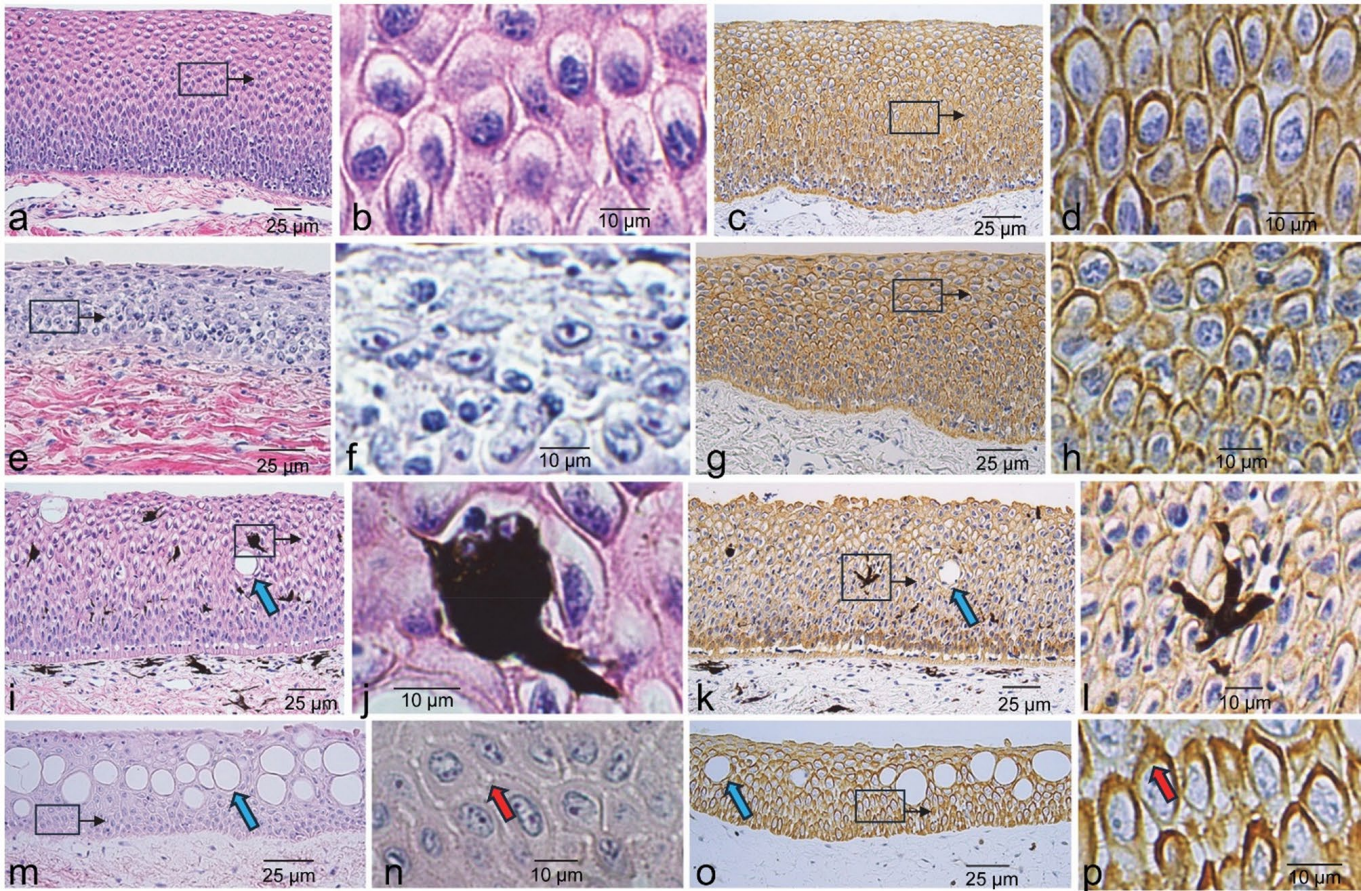
Sections of skin and epithelial tissues from white sturgeon. Samples are from the rim of the mouth (**a**–**d**), barbel (**e**–**h**), dorsal skin (**i**–**l**) and ampullae of Lorenzini (**m**–**p**). The left two columns show H&E staining, and the right two columns show keratin immunostaining. The second and fourth columns show enlargements of representative areas in panels to their immediate left at lower magnifications. Panels **j** and **l** show higher magnification of irregular, heavily pigmented dendrite-shaped cells characteristic of dorsal epidermis in (**i**, **k**), respectively. Blue arrows (**i**, **k**, **m**, **o**) point to round to oval spaces that lacked H&E and keratin staining. Red arrows point to apical regions of cells with “spines” indicative of desmosomal connections (**n**) and keratin accumulation (**p**).

Each epithelium had near round to oval spaces that lacked H&E and immunostaining, clearly visible in the dorsal skin and ampullae of Lorenzini in Fig. 1 (panels 1**i**, **k**, **m**, **o**). These features were observed at various densities, often appearing in clusters separating regions of low density. In sections of the rim of the mouth and oral cavity (upper palate), they reacted positively with PAS for mucin. A low density of mucus secreting cells is shown near the surface of the mouth epithelium (Fig. 2a, b), while clusters are shown in the mid to upper layers of the oral cavity (Fig. 2c, d). By contrast, these features, most prominent in the ampullae of Lorenzini, did not exhibit positive PAS reaction (Fig. 2e) even though some exhibited fissures leading to the epithelial surface (Fig. 2f). However, closely associated pit organs did exhibit positive PAS reaction (Fig. 2g).

**Fig. 2:**
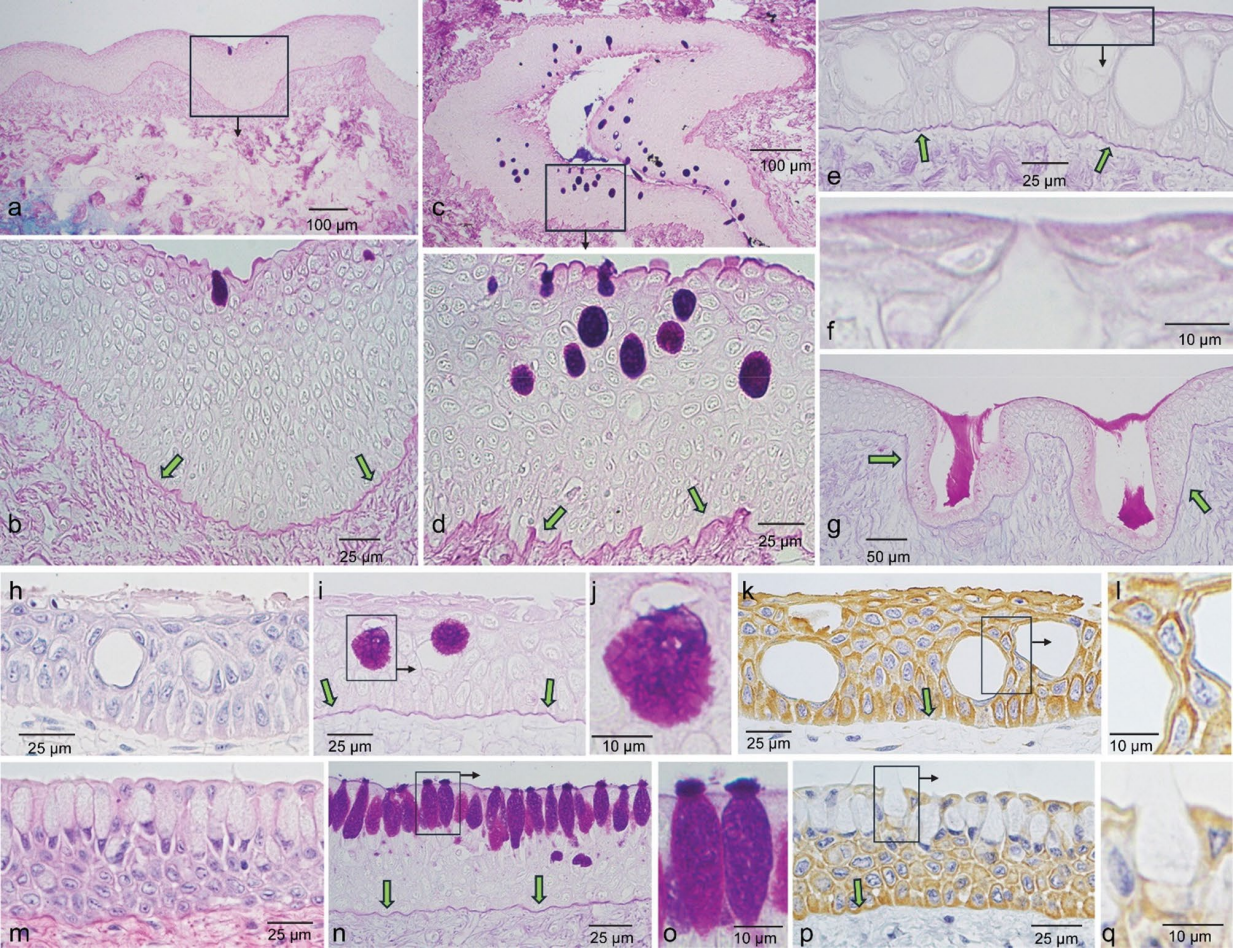
Sections labeled for mucin using PAS or for keratin with pan-cytokeratin antibodies. Shown are low and high magnification images of the rim of the mouth (**a**, **b**), oral tissue (**c**, **d**) and ampullae of Lorenzini (**e**–**g**). Panel (**g**) shows mucin-positive reaction of pit organs. Panels (**i**, **j**) (the latter at higher magnification) show mucin-positivity of the round or oval circles that appear empty in H&E staining (**h**) of ventral epidermis, while (**k**, **l**) show keratin immunoreactivity. Panels **n** and **o** (the latter at higher magnification) show mucin-positive reaction of apical cells in esophageal epithelium that appear empty by H&E (**m**) and keratin labeling (**p**, **q**). Green arrows point to a positive PAS reaction of the basement membrane in sections of mouth (**b**), oral epithelium (**d**), ampullae of Lorenzini (**e**, **g**), ventral skin (**i**), esophageal epithelium (**n**) and to the distinct boundary between the epithelium and the underlying supportive tissue in ventral skin (**k**) and esophagus (**p**).

The density of mucus secreting cells overall was considerably higher in the ventral than in the dorsal epidermis. PAS reactivity of two such secretory cells in sections of ventral skin (oval spaces not stained by H&E in 2**h**) are illustrated in Fig. 2i and one at higher magnification in Fig. 2j. The esophagus exhibited a stratified squamous epithelium with several layers of cuboidal epithelial cells on top of the basement membrane to form the stratum basale that differentiated into a stratum spinosum. The most superficial layer differentiated into tall columnar cells producing mucus (oval spaces unstained by H&E in 2**m**) that was secreted to the surface (Fig. 2n, o, p, q). Both epithelia were immunopositive for keratin (2**k**, **l**, **p**, **q**). In both, a well-defined basement membrane was revealed with the PAS reaction (Fig. 2i, n), observed also in sections of the mouth rim and ampullae of Lorenzini (Fig. 2b, d, e, g).

In parallel to tissue sections of white sturgeon above, epithelial cells cultured from green sturgeon were examined for evidence of keratin expression (Supplementary Figure S2). From the 7 anatomic sites examined (same as in white sturgeon), all stained red with rhodanile blue, presumptively staining for keratin-containing cells. Since this stain is not completely specific, the cells were also immunostained with pan-cytokeratin AE1/AE3 monoclonal antibodies. All the samples exhibited strongly positive cytoplasmic labeling.

To permit characterization of gene expression in the cell cultures, RNA preparations from the primary cultures and tissues of origin were subjected to PacBio Iso-Seq. 

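The Iso-Seq data cover 18 libraries. They comprise 5 epithelial cultures of white sturgeon (3 from the mouth rim, including 1 from a dodecaploid fish, and 2 from skin), 6 epithelial cultures of green sturgeon (2 from ampullae of Lorenzini, 2 from the upper palate, and 1 each from the mouth rim and the esophagus), 6 white sturgeon tissues (barbel, ampullae of Lorenzini, upper palate, mouth rim, esophagus and dorsal skin, 1 library each) and 1 green sturgeon library of fibroblasts and adipocytes. No library is of green sturgeon tissue, so at the ampullae, esophagus and upper palate the cultures come from green and the tissues from white sturgeon. The libraries are numbered in 3 sets of 6: the white cultures with 1 green ampullae culture, the other green cultures with the fibroblasts and adipocytes, and the tissues. Tissue and culture therefore also differ in library set. The deposited values are the authors' whole-number counts of reads per transcript. Totals run from 90002 to 129568 counts in the white cultures, 124136 to 302286 in the green cultures and 29797 to 204203 in the tissues, so that a single count stands for 0.000331% of the deepest library and 0.00336% of the shallowest. For each gene, counts were summed over all transcripts carrying its protein name and divided by the library's total. Values for a single library have a Wilson 95% interval, which covers counting error only; groups are given as mean ± SD. No pair of cultures from the same species differed by as little as sampling noise: the closest, the 2 white skin cultures, gave a chi-square of 2.30 per degree of freedom over 3018 loci, where sampling alone gives 1.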

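Of 70537 transcripts at 13249 loci, 65116 (92.3%) carry the name of a sterlet protein, and 15279 different sterlet proteins are named. These transcripts hold 95.2% of the 2734415 counts. The share of counts without a name was 1.59% to 2.93% in the white cultures and 2.67% to 4.57% in the green cultures, against 4.07% to 34.8% in the white tissues (median 11.1%). Much of the excess in tissue lies at locus PB.26569, whose 146 transcripts have no sterlet name: it takes 23.7% of the counts of the esophagus tissue, 10.9% of the upper palate tissue and 0.821% of the barbel tissue, but at most 0.381% in any epithelial culture. Unnamed transcripts stay in the totals on which the percentages for single genes are based.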

The transcription products were then identified using as reference the sequences of sterlet sturgeon (*Acipenser ruthenus*)^23^. Since the sequences of green and white sturgeon transcripts exhibited high degrees of identity, regions of identical sequence were used to design each Taqman gene expression assay for a given gene (Supplementary Table S1). This design permitted a single assay to detect homologous transcripts from both species.

As previously described^12^epithelial cells were initially propagated with 3T3 feeder layer support under conditions optimized for growth of human epidermal cells^28^. These conditions are used rarely for fish cell culture, and the roles of added growth factors, chiefly epidermal growth factor (EGF), insulin and the rho kinase inhibitor Y27632, have not been characterized. For these reasons, cell culture conditions were explored before proceeding with characterization of cell strains cultured from the region of ampullae of Lorenzini (GSA) and upper palate of green sturgeon (GSI) and from the rim of the protrusible mouth of white sturgeon (WSM).

After 5–7 initial passages, the cells were transitioned to L-15 medium containing 5% serum supplementation, and the influence of additives at concentrations optimal for stimulating human keratinocyte growth was measured. When the sturgeon epithelial cells (GSA, GSI, WSM) were subcultured in L-15 medium, their growth was stimulated markedly by Y27632 (Fig. 3). In such experiments, EGF and insulin exhibited small effects occasionally as shown but not reproducibly. By contrast, fibroblasts derived from the white sturgeon mouth tissue (WSF) were stimulated markedly by insulin, while Y27632 and EGF had little effect. These observations led to routine cultivation in L15 medium supplemented with 5% serum and either Y27632 (epithelial cells) or insulin (fibroblasts) except as noted.

**Fig. 3:**
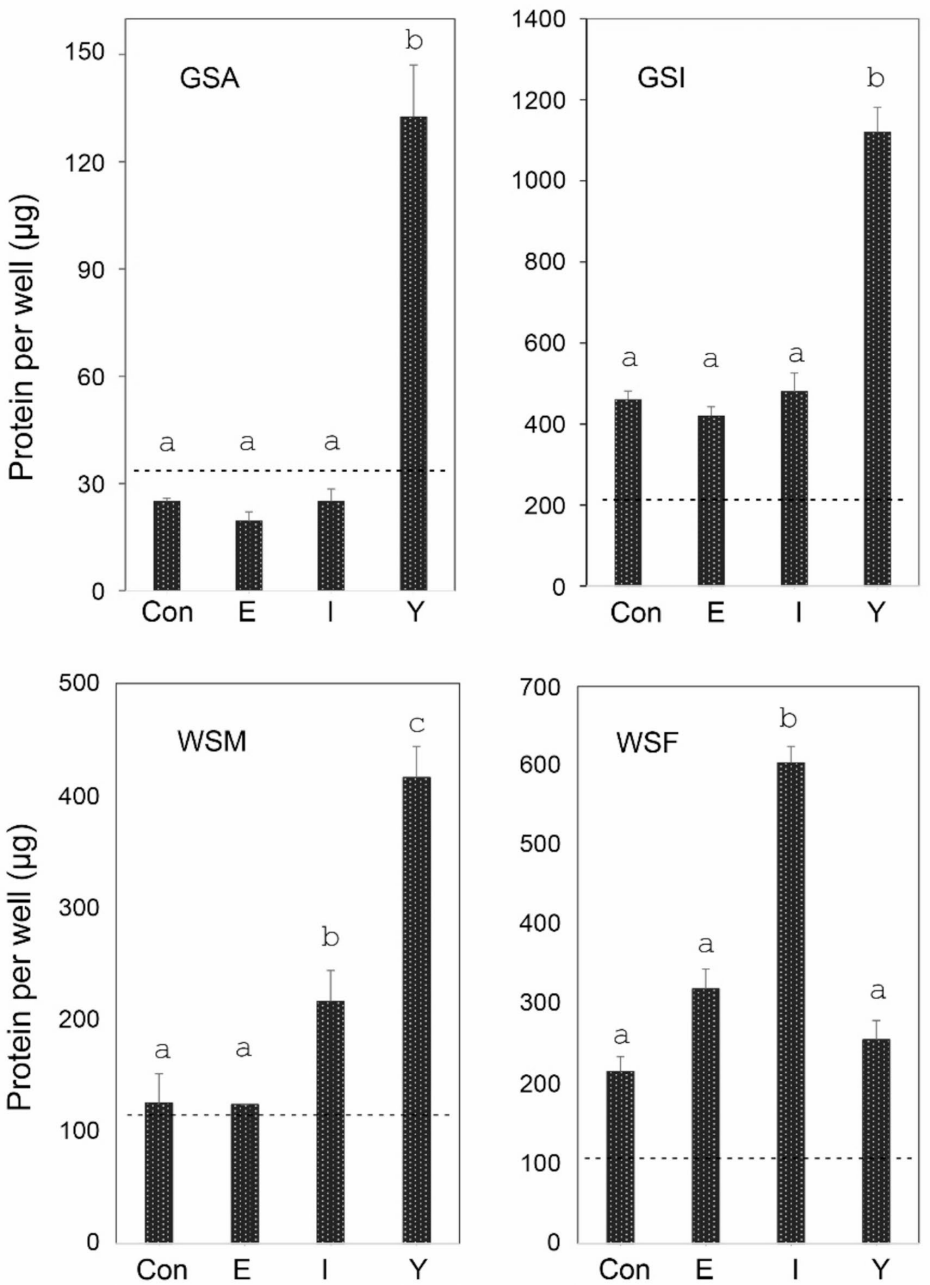
Cultures of the indicated cell strains (GSA, GSI, WSM, WSF) were maintained in medium containing 5% fetal bovine serum (Con) plus the indicated additives epidermal growth factor (E), insulin (I) or Y27632 (Y) for 15 days. The dashed lines indicate the protein content after one day when treatment began. Bars with the different letters above them were significantly different in value. GSA, *p* < 10^−7^; GSI, *p* < 10^−6^; WSM, a:b *p* = 0.03, a: c *p* = 10^−5^, b: c *p* = 10^−4^ ; WSF, *p* < 10^−3^.

Previous work indicated that cultured sturgeon epithelial cells resembled mammalian keratinocytes in expression of two closely related transglutaminases, TGM1A and TGM1B, capable of forming cross-linked envelopes^12^. Strengthening the comparison to keratinocytes in present work, a relatively high level of keratin expression was also seen by analysis of mRNA levels using qPCR. For this measurement, keratin mRNAs were detectable using primers recognizing the acidic (I) and basic (II) keratin groups. As shown in Fig. 4a, the combined levels of keratin mRNAs were an order of magnitude higher in amount than those encoding other common proteins (DSP, FLNA). *Tgm1A* was expressed at levels comparable to *Dsp* and *FlnA*, while *Tgm1B* mRNA levels were nearly 100 fold lower. 

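Transcripts named keratin (195 at 22 loci) made up 4.58 ± 3.37% of the counts in the epithelial cultures (SD, n = 11) and 9.09 ± 5.04% in the white tissues (SD, n = 6). The difference of -4.51 percentage points did not pass 0.05 after correction (two-sided exact permutation test, p = 0.0393, and p = 0.103 after Benjamini-Hochberg adjustment over 15 gene groups). It passed with only named transcripts as the total (-5.64 points, exact permutation test, adjusted p = 0.0405), and without the barbel tissue it fell to -2.89 points (adjusted p = 0.334). Left out are 21 transcripts named ON3-like at the 2 type II keratin loci of Table S7 (595 counts in the cultures and 4013 in the tissues); with them, an alternative chosen after the data were seen, the difference was -5.06 points (exact permutation test, adjusted p = 0.0836). Within white sturgeon, the 5 cultures averaged 6.14 ± 3.07% (SD), a difference of -2.95 points from the tissues (exact permutation test, adjusted p = 0.464). Leaving out 1 library moved this difference between -4.01 (without the esophagus tissue) and -1.325 points (without the barbel tissue). It passed 0.05 in none of these cases. By site, mean culture and tissue shares were 6.67% and 12.4% for the ampullae of Lorenzini, 0.935% and 3.77% for the esophagus, 1.97% and 7.28% for the upper palate, 6.02% and 9.05% for the mouth rim, and 4.05% and 4.80% for skin. Culture was lower than tissue at all 5 sites, with ratios from 0.248 (esophagus) to 0.844 (skin). Without 1 of the 2 green cultures the ratio went from 0.536 to 0.299 at the ampullae and from 0.271 to 0.179 at the upper palate. The mouth rim mean hides a spread: the dodecaploid culture (9.69%) and 1 octaploid culture (9.30%) exceeded the tissue, while the other white culture (3.62%) and the green culture (1.45%) were lower.

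**Figure D1:**
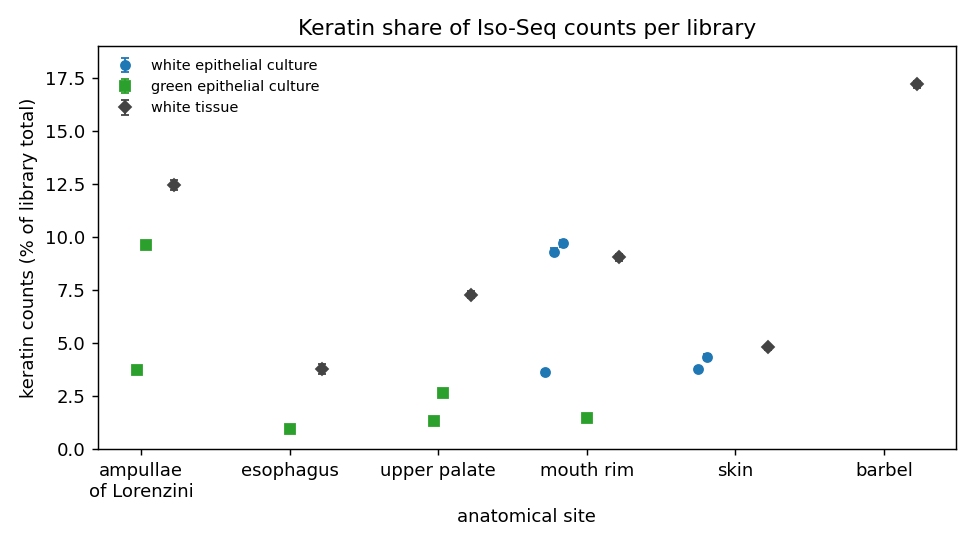
Keratin counts as percent of the library total (vertical axis, linear) for each epithelial culture and tissue, by anatomical site (horizontal axis); circles are white cultures, squares green cultures and diamonds white tissues, and bars are Wilson 95% intervals. The barbel tissue has the highest share (17.2%) and the green esophagus culture the lowest (0.935%) of those shown. The fibroblast and adipocyte library (0.398%) is not shown.

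Keratin counts exceeded those of desmoplakin and filamin-A in every library. In the 11 cultures the ratio of keratin to Dsp ran from 10.4 to 412.6 (median 29.3) and that of keratin to FlnA from 56.9 to 2475 (median 599). Both mean log2 ratios differed from 0 (two-sided exact sign-flip permutation test, p = 0.000977, the smallest that 11 libraries can give). In the 6 tissues the ratio to Dsp ran from 14.2 to 53.8. The ratio to FlnA ran from 481 to 2129 in 5 of them and was at least 374 in the esophagus tissue, which has 0 FlnA counts (taken as 3 for this bound). Both mean log2 ratios of the tissues differed from 0 (same exact test with 0.5 added to each count, p = 0.0312, again the smallest possible). By qPCR the paper puts keratin an order of magnitude above both genes in its cell lines. In the counts the ratio to FlnA was larger than that in every culture and tissue. FlnA had 21 counts in the white cultures, 157 in the green cultures and 67 in the tissues. Dsp had 1828, 511 and 1924. Of the cultures, only 1 from green ampullae had more FlnA (87) than Dsp (69). Why FlnA was scarce in the counts was not tested. The type I locus PB.22701 held 59.7% to 92.5% of the keratin counts in 10 of the 11 cultures and 42.0% to 85.9% in 5 of the 6 tissues, but 21.1% in the esophagus culture and 0.89% in the esophagus tissue.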

The semi-quantitative comparison of transcript numbers in the primary cultures versus tissues from which they were derived (ampullae of Lorenzini, esophagus, upper palate, rim of protrusible mouth, skin) revealed relatively high keratin levels in these cells (Supplementary Figure S3). 

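For skin, each Iso-Seq count was divided by the root mean square of the Dsp and FlnA counts of the same library, the reference genes of the qPCR panel. Transcripts named keratin, which leave out those named ON3-like at the type II loci, were 19.8 and 14.7 times that value in the 2 white skin cultures and 20.0 times in the dorsal skin tissue. Type I loci of Table S7 gave 18.3 and 13.6 in culture and 16.1 in tissue. Type II loci gave 0.794 and 0.612 in culture and 3.65 in tissue. Tgm1, whose A and B forms are not named apart, stood at 0.126 and 0.125 in culture (31 and 33 counts) and at 0.00975 in tissue (3 counts). As a share of the library it was 13.0-fold higher in culture, with a counting interval of 4.08 to 41.3. Qsox1 had 0 and 1 counts in the cultures and 1 in the tissue, too few to give a level for either. These values are not on the same scale as the qPCR panel. FlnA had 5 and 6 counts in the cultures and 10 in the tissue, against 349, 374 and 435 of Dsp. Dsp therefore nearly alone sets the divisor. The panel also used laser-captured tissue and a culture of ventral skin, while the tissue here is dissected dorsal skin.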

The relative levels of keratins, *Tgm1A* and sulfhydryl oxidase (*Qsox1*) observed in transcript numbers were consistent with those seen by qPCR using mRNA from laser capture dissection-derived tissue and culture of ventral skin (Supplementary Figure S3).

**Fig. 4:**
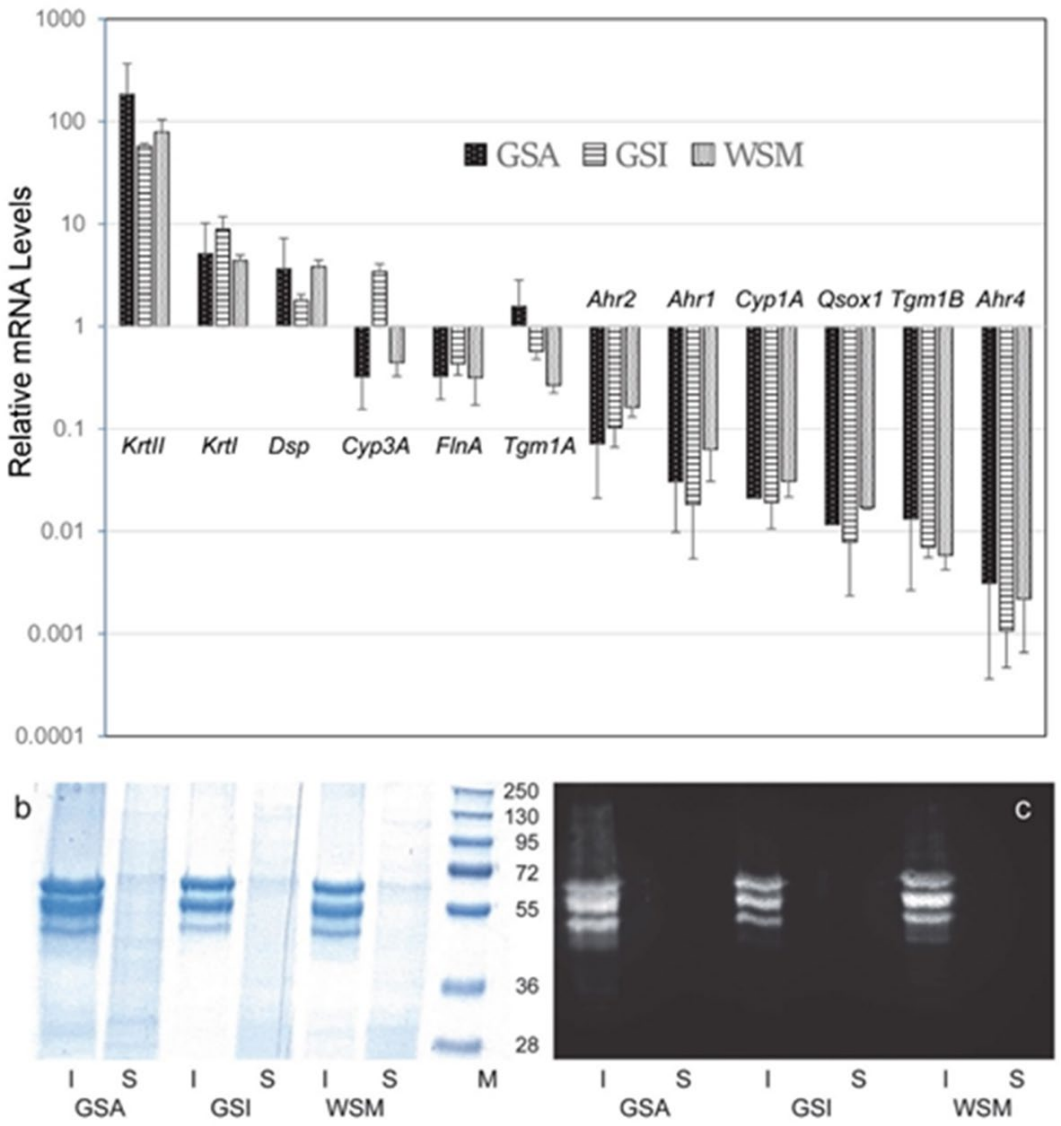
Evidence for relatively high levels of keratin expression in GSA, GSI and WSM cultures. (**a**) Relative amounts of mRNA transcribed from 12 genes are shown as determined by qPCR. The values from individual samples were normalized to the root mean square values for *Dsp* and *FlnA*. (**b**) Equal amounts of cell protein insoluble in (I) or solubilized by (S) Triton X-100 were compared in polyacrylamide gels stained with Coomassie G-250 in parallel to molecular weight marker proteins (M). (**c**) In parallel gels, equal amounts of the proteins were immunostained with pan-cytokeratin antibodies and visualized by chemiluminescence.

Supporting the observation of abundant keratin mRNA in the epithelial cells, the insoluble protein from extracts displayed electrophoretic mobility in the molecular weight range of keratins and was immunoreactive with the pan-cytokeratin monoclonal antibodies. By contrast, the soluble protein appeared distributed over a wide range of mobilities and was not immunoreactive in this way (Fig. 4b, c). Measurement of the amount of keratin in the cells took advantage of their insolubility in Triton-X100. Extraction of the cultures in the three established strains (GSA, GSI, WSM) gave large fractions of insoluble protein. As shown in Fig. 5, a third or more of the cell protein from the epithelial cultures was in the insoluble fraction, whereas very little was insoluble from fibroblast cultures derived from white sturgeon mouth rim (WSF). In parallel cultures, human epidermal cells (grown using the 3T3 feeder layer system) gave essentially the same fraction of insoluble protein.

**Fig. 5:**
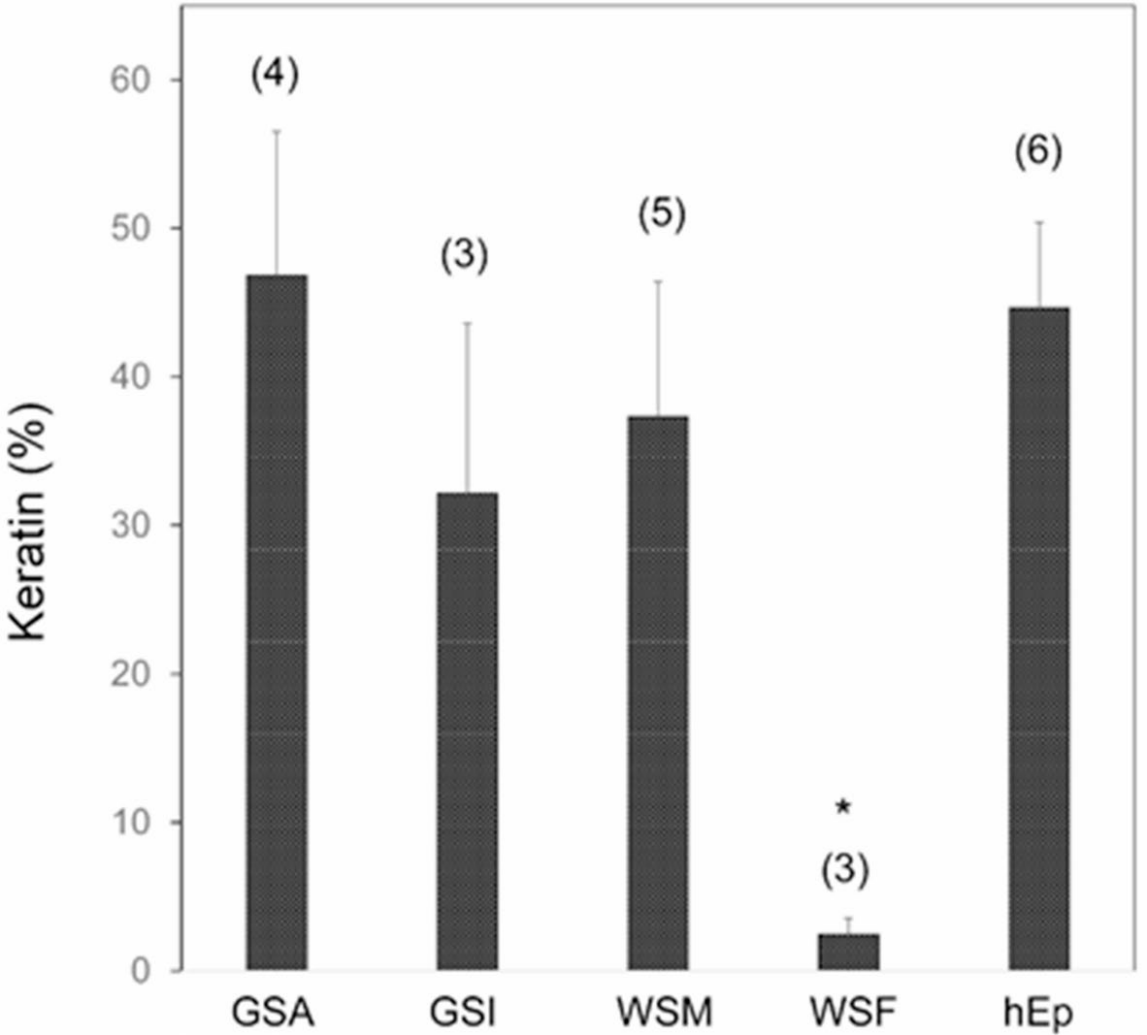
Keratin content estimated as Triton-insoluble protein. Samples were extracted from GSA, GSI and WSM epithelial cultures in parallel with WSF fibroblasts and human epidermal cultures (hEp). Above the bars are indicated the numbers of independent cultures analyzed. The value for WSF (*) was significantly lower than the others (*p* < 0.001), which did not differ significantly from each other.

A second goal of this work was to find whether the cultured epithelial cells would be useful in understanding mechanisms of action of toxic chemicals in the aquatic environment. Since previous work showed that ethoxyresorufin-O-deethylase activity is inducible by TCDD in epithelial cells cultured from the rim of white sturgeon mouth^12^how well TCDD toxicity paralleled EROD induction was explored. First, the sensitivity of induction to TCDD concentration was measured in cell strains (GSA, GSI, WSM) of the three tissue origins. As shown in Fig. 6a, b, c, the EC50 for induction was between 0.03 and 0.1 nM in each case. Thus, TCDD was an order of magnitude more potent in the sturgeon epithelial cells than in cultured human epidermal cells assayed in this way (Fig S4). The extent of induction was quite similar in GSI and WSM cultures but substantially lower in GSA cells.

**Fig. 6:**
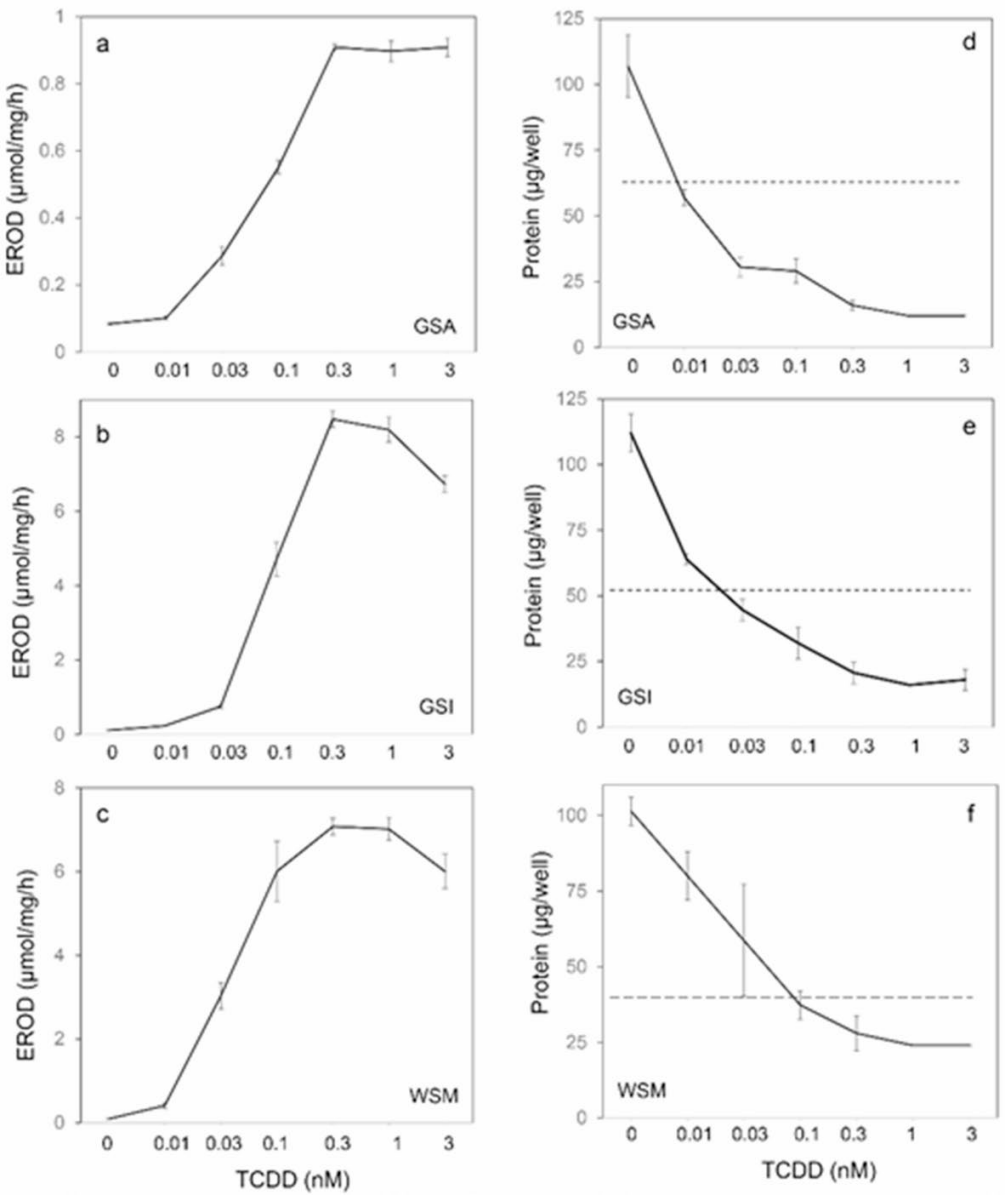
Dependence of CYP1A induction and growth suppression on indicated TCDD concentrations. (**a**–**c**) Induction of ethoxyresorufin-O-deethylase (EROD) in newly confluent cultures after overnight treatment (18 h) with the indicated concentrations of TCDD. (**d**–**f**) Suppression of growth after 12 (GSA), 10 (GSI) or 9 (WSM) days before harvesting. The dashed line shows the protein content of the wells at the start of treatment.

The sensitivity of the epithelial cells to growth suppression by TCDD was measured. Cytopathic effects (cell rounding and release into the medium) were seen by day 4. As shown in Fig. 6d, e, f, addition of TCDD to the medium in the absence of Y27632 prevented cell growth or reduced the cell number in culture after a week of exposure even at the lowest concentration tested (0.01 nM). However, inclusion of growth factors EGF, insulin and Y37632 together permitted GSI cells to grow nearly as well as in the absence of TCDD (Fig. 7a). EROD activity was not obviously affected by these growth factors, since its induction was not impeded by them (Fig. 7b, c).

The toxicity of TCDD (cytopathic effects and suppression of growth) was examined when the medium was supplemented singly with EGF, insulin or Y27632 or in combinations. TCDD exhibited little if any toxicity when the medium was supplemented with Y27632 (Fig. 7d, e and Supplementary Fig. 5). In some experiments, insulin alone had a small positive effect on growth, but this response was not always seen, and it did not increase the effectiveness of Y27632.

**Fig. 7:**
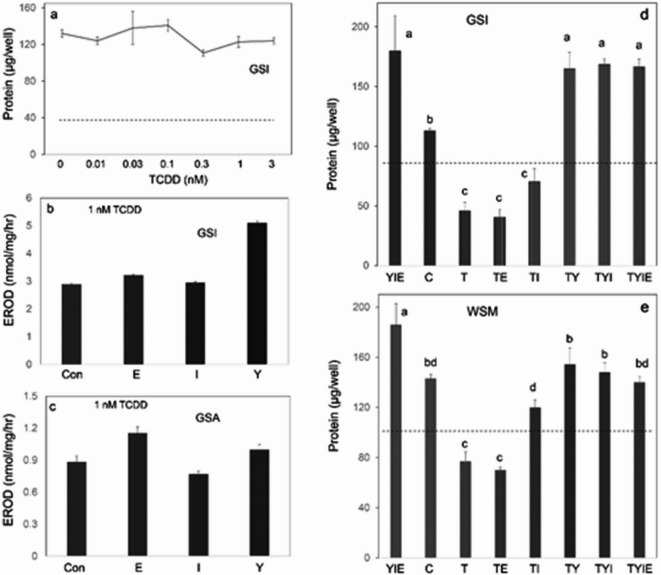
Effects of growth factors on cell responses to TCDD. (**a**) GSI cells displayed no suppression of growth in the presence of the medium additives EGF, insulin and Y27632 upon treatment with TCDD from 0.01-3 nM. At 1 nM, TCDD was similarly effective in inducing ethoxyresorufin-O-deethylase (EROD) activity in GSI (**b**) and GSA (**c**) cultures regardless whether they were grown in the absence (Con) or presence of EGF (E), insulin (I) or Y27632 (Y). Y27632 suppression of TCDD toxicity in GSI (**d**) and WSM (**e**) cells. One day after inoculation, cultures in 12 well plates were treated with 1 nM TCDD (T) either alone (Con) or singly with the growth factors Y27632 (Y), epidermal growth factor (E) or insulin (I) as indicated. The dashed lines show the protein content per well at the time treatment started. (**d**) GSI cells treated for 8 days; (**e**) WSM cells treated for 7 days. Values not significantly different from each other share letters above the bars; those with different letters were significantly different. **d**, a: b *p* < 2 × 10^− 4^, a: c *p* < 6 × 10^−9^, b: c *p* < 4 × 10^−3^. **e**, a: b *p* = 0.01, a: c *p* = 2 × 10^−9^, a: d *p* = 2 × 10^−6^, a: bd *p* = 3 × 10^−4^, c: bd *p* < 4 × 10^−6^.

The observed inducibility of *Cyp1A* and toxicity under certain conditions indicates the presence of high affinity aryl hydrocarbon receptor (AHR) in the cells. Inspection of AHR sequences obtained by PacBio Iso-Seq of white sturgeon transcripts revealed 5 distinct forms. 

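In the counts, 8 transcripts at 3 loci carry the name of an aryl hydrocarbon receptor, and they name 3 sterlet proteins. The 11 white sturgeon libraries hold 30 such counts among 1196781, or 0.00251% (Wilson 95% interval 0.00176% to 0.00358%): 11 in the cultures and 19 in the tissues, with 0 to 7 per library and at least 1 in 9 of the libraries. Locus PB.10318, named aryl hydrocarbon receptor-like, has 27 of them (10 in cultures and 17 in tissues). The locus named aryl hydrocarbon receptor 1a, PB.4819, has 2, both in tissues, and PB.3660 has 1. The names do not separate the paper's AHR1 and AHR2 pairs, so no ratio between forms can be given. No transcript carries the name of either sterlet protein that Table S4 sets beside AHR4.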

Comparisons of translated sequences using NCBI BLAST showed the samples expressed two pairs of closely related sequences exhibiting 82–90% identity to each other but only 54–56% identity to the other pair (Supplementary Table S2). A fifth form (designated AHR4), expressed at very low levels, showed 46–49% sequence identity to the others. (As illustrated, green sturgeon AHR4a and AHR4b showed similar relationships to AHR1 and AHR2.) As shown in Supplementary Table S3, one pair corresponded to AHR1 and the other pair to AHR2 according to amino acid sequence comparisons with those reported previously for lake (*Acipenser fulvescens*) and white sturgeons^29^. Not clearly corresponding to either form by this criterion, AHR4 exhibited 46–49% identity to AHR1and AHR2.

Results from qPCR also revealed that *Ahr2* was expressed at several fold higher levels than *Ahr1* by all three cell lines, while *Ahr4* was detected at much lower levels. 

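Among 1537634 counts of the 7 green sturgeon libraries, 113 carry the name of an aryl hydrocarbon receptor: 42 in the 6 epithelial cultures (2 to 20 per culture) and 71 in the fibroblast and adipocyte library alone. Neither of the 2 sterlet proteins set beside AHR4 in Table S4 names a transcript in green or in white sturgeon. For a transcript that is not listed, the counts cannot tell a level too low to be kept from no expression. Nor can they tell either from a sequenced transcript that is missing from the deposited counts. Of 12 transcripts that Table S7 names with a number, 2 have counts.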

The possibility that *Ahr4* transcripts were not detected by PacBio Iso-Seq of green sturgeon RNA samples could be attributed to a much lower level of expression. Detection of *Ahr4* transcripts by qPCR in green sturgeon culture samples suggested that green sturgeon has the corresponding gene and the cells did express it. Using the white sturgeon *Ahr4* sequence to interrogate (BLASTn and tBLASTn) an in-house green sturgeon genomic scaffold revealed two closely related nearly full-length sequences corresponding to this protein. Using the white sturgeon AHR4 amino acid sequence to search (BLASTp) for matches in GenBank revealed two closely related sequences in sterlet (*A. ruthenus*), one in Atlantic sturgeon (*A. oxyrinchus oxyrinchus)* and two in paddlefish (*Polyodon spathula*) (Supplementary Table S4). These findings support a working hypothesis that a novel form, designated here as AHR4 and expressed as a closely related pair similar to but distinct from *Ahr1* and *Ahr2*, is expressed in at least a limited cluster of related species (Hahn et al., 2017). In this regard, it resembles AHR3 from the spiny dogfish (*Squalus ananthias*) (Hahn et al., 2017), but it is equally distinct from AHR 1–3 in the latter (Table S4).

An important feature of an AHR is the affinity of its ligand binding domain (LBD) for small molecules that affect its function. Homology modeling of the AHR LBD has permitted identification of critical amino acid residues for high affinity TCDD binding^30^. LBD domains in the sturgeon sequences were aligned for comparison with high affinity mouse and zebrafish forms. The residues projecting into the ligand binding region are proposed to be major influences in TCDD binding affinity. According to modeling, the LBD in the mouse and zebrafish differ slightly in shape, accounting for small differences in critical residues. However, close inspection of the amino acid sequences in the LBD (Table S5 and Fig. 8) indicate that residues other than those identified as projecting into the binding region must influence the affinity.

**Fig. 8:**
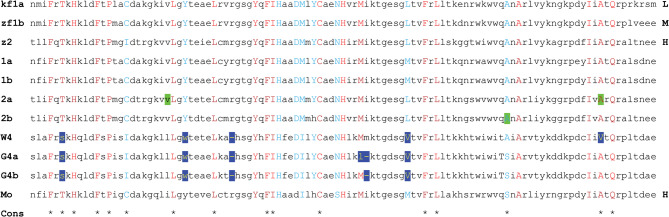
Alignment of ligand binding domains from present work (**1a**, **1b**, **2a**, **2b**, **W4**, **G4a**, **G4b**) for white sturgeon compared to zebrafish (D. rerio) zfAHR2 (**z2**, high affinity for TCDD), C57BL/6J mouse (M. musculus) mAHR (**Mo**, high affinity), zebrafish (D. rerio) zfAHR1b (**zf1b**, medium affinity) and killifish (F. heteroclitus) AHR1a (**kf1a**, low affinity). Residues modeled for **Mo** and **z2** as internal to the binding cavity are shown in capital letters as red if they are the same or blue if they differ between **Mo** and **z2**. In some cases, the residues match but one may not be modeled as internal and are shown in black as lower case. Residues conserved (**Cons**) in mammalian domains of high affinity are indicated by asterisks in the bottom line. Modeling results and alignments shown for mouse and zebrafish are those reported^30^. The amino acid sequences in green and white sturgeon AHR1 and AHR2 are identical except for the residues highlighted in green. In **2a**, these are, in order, i and v in green sturgeon; in **2b**, S in green sturgeon. Residues in white (W) and green (G) AHR4 differing from those in red or blue type are highlighted in dark blue. Capital letters in bold on the right margin indicate relative binding affinity (L, low; M, medium; H, high)^30^.

The alignments with white sturgeon (Fig. 8) show that critical residues are conserved in sturgeon LBDs despite substantial differences in overall sequence identities (Table S6). Where the mouse and fish high affinity forms differ at these locations, the sturgeon forms match either mouse (Mo, 27 total) or zebrafish (z2, 25 total) critical sites. By this criterion, AHR4 differed in four critical sites from Mo and z2 and exhibited a one residue deletion. Green sturgeon AHR4a differed at 4 residues and AHR4b at 3 residues at those sites, each with two deletions. Overall, this analysis is consistent with sturgeon AHR1 and AHR2 having high affinity for TCDD, but AHR4 having lower affinity.

Similar to its expression in human keratinocytes, *Cyp1A* was expressed at low levels in the cultured cells in the absence of added AHR ligand. By contrast, *Cyp3A* was expressed at much higher levels. Two culture lines (GSA, WSM) expressed it at levels similar to *FlnA*, while one (GSI) expressed it at an order of magnitude higher level. This behavior also resembles expression of *CYP3A4 and CYP2A5* in human epidermal keratinocytes (Makihara et al., 2024). Both features are of potential importance for studying toxic responses of the cells to environmental chemicals.

## Discussion

The skin and mucosae of white sturgeon evaluated here were similar to comparable anatomic sites on the Yangtze sturgeon (*A. dabryanus*)^16^. All the regions examined in the integument were covered by a thick layer of epithelial cells that went through a terminal differentiation pattern similar to that in mammals without cornifying. However, each site had mucus producing cells in various distribution patterns and densities.

Cultivation of epithelial cells appeared routine in this work from a variety of sites in sturgeon, although the cells grew slowly and, in our experience, had to be grown at first with ciprofloxicin and amphotericin B to prevent contamination by micro-organisms. Microscopically, at low magnification, the cell lines from the various sites showed minor distinguishing features insufficient for certainty of identification. The similarity was surprising even for cells from such different sites as upper palate and ampullae of Lorenzini, the latter a region of electrosensory and mucus secreting cells embedded in a stratified epithelium^31^. Exceptions were cultures of esophageal cells, which secreted large amounts of mucus evident by the viscosity of the culture medium. The focus of the work was on optimizing growth of several strains from different anatomic sites to study their properties and suitability for exploration of toxic mechanisms. Extension to cells and, if necessary, explants from other critical epithelia such as the gills could be an advantageous approach to identify critical target sites.

Cornified anatomic structures in fish have long been documented^32^. Among teleosts, these can include horny projections (unculi) arising from single cells^33^breeding tubercles and contact organs^34^. Sturgeon can display “keratinized” or cornified spines on the skin^16^ that show some resemblance to the horny teeth of lamprey^35^ and hagfish^36^. Such observations indicate the existence of a regulatory system for cornification in such species, but how similar it is to that in human keratinocytes^37^and whether it can be perturbed by endocrine disruption, remains to be examined. Substantial keratin expression is seen in sturgeon epithelial cells in the present work, as in the case of lake sturgeon larvae^38^. This is consistent with keratin cytoskeletons being observed in various internal organs of fish, including sturgeon^39^and mammals^40^a characteristic of epithelial cells.

In mammals such as the rat^41^, expression of TGM1 is a feature almost exclusively of keratinocytes. *TGM1* is found throughout the vertebrate genomes^42^ and to include a membrane-binding cysteine cluster, in human^43^, tilapia and other teleosts^19^ and in sturgeon^12^. TGM1 and sulfhydryl oxidase (QSOX1) have been proposed as critical contributors to the process of cornification^44^. The cultured sturgeon epithelial cells have sufficient levels of TGM1 to form cross-linked envelope-like structures upon ionophore treatment^12^, a phenomenon also seen in cultured tilapia lip cells^19^, but they do not make envelopes in culture spontaneously, unlike mammalian keratinocytes. 

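Qsox1 (4 transcripts at 1 locus) has 8 counts in all 18 libraries: 6 in the 5 white cultures, 0 in the 6 green cultures and 2 in the 6 tissues. In the white cultures this is 0.0011 ± 0.00068% of the counts (SD, n = 5), with no difference from the tissues detectable at this depth (two-sided exact permutation test, Benjamini-Hochberg adjusted p = 0.666). Tgm1 has 113 counts in the same white cultures, 0.0209 ± 0.010% (SD), and 5 in the green cultures, all lower than in any white culture (exact permutation test, adjusted p = 0.0108). Only transcripts carrying the Tgm1 name are counted. By qPCR the paper found Tgm1A in its cell lines, green ones among them, at levels comparable to those of Dsp and FlnA. The 5 counts therefore do not show that green cultures lack Tgm1.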

Present results show that QSOX1 expression is quite low in cultured sturgeon cells. Whether it is expressed at higher levels and how it participates in a regulatory process in anatomical regions of fish that become cornified is unknown, as is the trigger for TGM1 activation. Similarly, clear evidence for a stratum granulosum, which may be critical for cornification, was not observed. Regardless, the lack in fish of proteins encoded in the epidermal differentiation complex of mammals^45^which are incorporated into cornified structures, could distinguish these structures in fish and mammals.

Our previous work showed that epithelial cultures from the rim of white sturgeon mouth expressed TCDD-inducible *CYP1A*^12^. In the present work, TCDD was more potent in the cultured white and green sturgeon epithelial cells (EC50 *≤* 0.1 nM) than reported in white sturgeon liver explants (EC50 1 nM)^9^. The sensitivity of the cells to TCDD toxicity (in the absence of Y27632) showed a similar concentration dependence for EROD induction. The novel finding of toxicity in epithelial cells derived from several anatomic sites raises the possibility that, at least in mature sturgeon, sensitive target sites could be more general and include the integument. That previously observed signs of TCDD toxicity are similar or identical in fish of widely different sensitivities suggests the mechanism of action is the same^46^but further work will be needed to determine whether the novel AHR toxicity pathway in zebrafish^47^a much less sensitive species, also pertains to sturgeon integument.

Mice are well known to have naturally occurring polymorphisms of a single *Ahr* locus that influence TCDD toxicity^48^. By contrast, fish express several genes encoding AHR, only some of which bind TCDD and mediate toxic effects^49^. Homology modeling suggests both sturgeon AHR1 and AHR2 have high affinity for TCDD binding and rationalizes the greater potency of TCDD in white compared to lake sturgeon^50^. Both receptor forms could mediate toxic effects, as originally suggested^29^, though not necessarily by the same pathway. While ligand binding ability is not sufficient to yield toxic effects, which require receptor interactions with other proteins and transcriptional endpoints that could be altered by drift in receptor amino acid sequence, transfection experiments indicate both receptors are fully functional^51^. Further investigation of *Ahr* evolution using sturgeon and investigation of the ligand binding ability and functionality of *Ahr4* appear warranted.

How well cells in culture mimic those in the tissues of origin in vivo is a frequent consideration in their use for studying mechanisms of action and for monitoring environmental exposures. Here the slow genetic drift in sturgeon in vivo suggests the cells in culture may depart more slowly from normal than those from other species with faster genetic drift. In any case, the properties of these cells constitute a valuable culture model. Their expression of functional AHR could be applied in high throughput assays to monitor pollution containing EROD-inducing compounds. The remarkable ability of the rho kinase inhibitor Y27632, commonly used to delay senescence in keratinocytes^52,53^ to prevent TCDD toxicity may help understand the toxic pathway and shed light on the dramatic differences in species sensitivity. This phenomenon may be analogous to the antagonism of TCDD-induced growth suppression in human epidermal cells by epidermal growth factor^54^. Y27632 protects against senescence and apoptosis induced by various means^55,56^ and partially against toxicity from some chemical treatments^57^. However, the finding that this pharmaceutical acts beyond rho kinase inhibition^58^ will complicate elucidating responsible signaling pathways. Moreover, the observation of *Cyp3A* expression in the sturgeon cells offers the opportunity to explore the substrate specificity of this fish enzyme and consequences of exposure to pollutants that are its substrates or affect its activity.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

Original sequencing data are available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE291000. The nucleotide sequences of PacBio transcripts of the genes examined by qPCR and their amino acid translations for green and white sturgeon have been submitted to GenBank (Table S7). Inquiries about the green sturgeon genomic scaffold can be directed to Andrea Schreier ().

# Supplementary material for: An epithelial cell culture model for sturgeon integument responds sensitively to 2,3,7,8-tetrachlorodibenzo-p-dioxin exposure
**Source:** Sci Rep. 2025 Jul 24;15:26875. doi: 10.1038/s41598-025-12299-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

An Epithelial Cell Culture Model for Sturgeon Integument Responds  
Sensitively to 2,3,7,8-Tetrachlorodibenzo-p-dioxin Exposure

Sumi Nechat, Melina Shadi, Andrea D. Schreier,  
Nann A. Fangue, John P. Sundberg, and Robert H. Rice

Supplementary Material

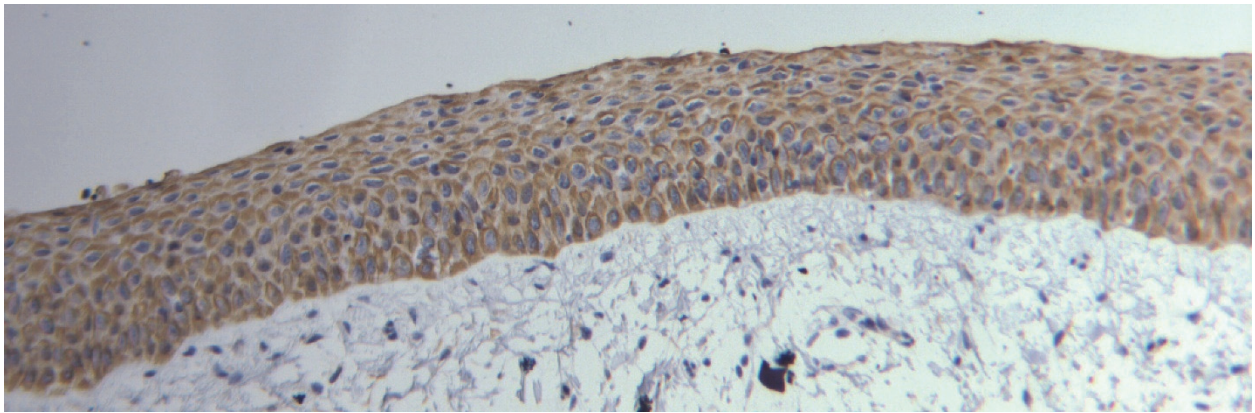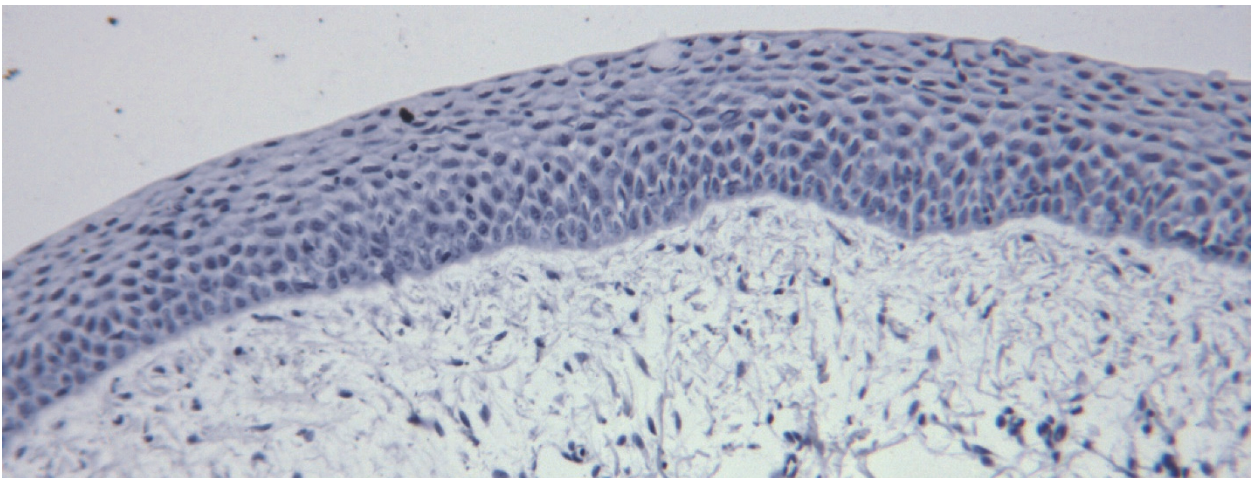

Supplementary Figure S1. Sections of oral epithelium stained with (A) or without (B) anti-pan-cytokeratin monoclonal antibodies. Both sections were counter stained with hematoxylin.

Barbel

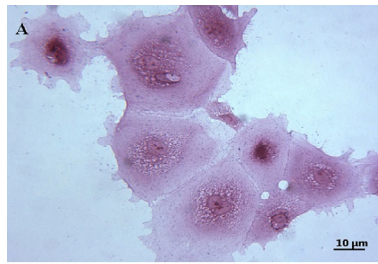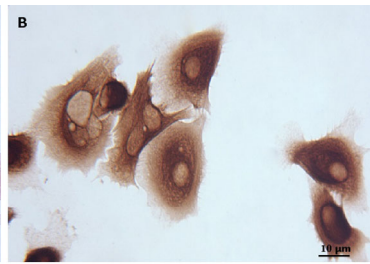

Esophagus

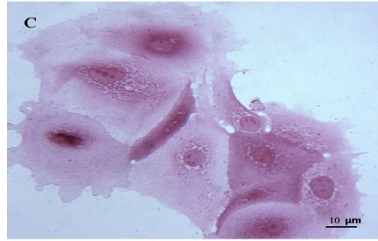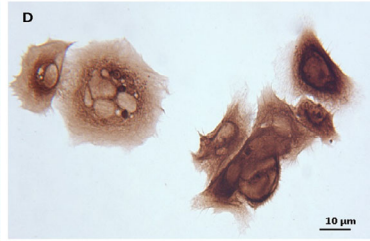

Mouth rim

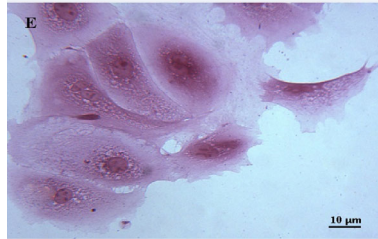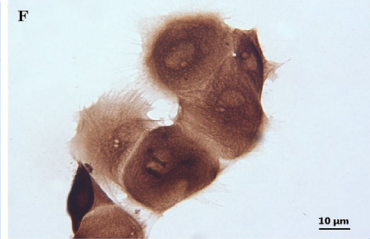

Oral mucosa

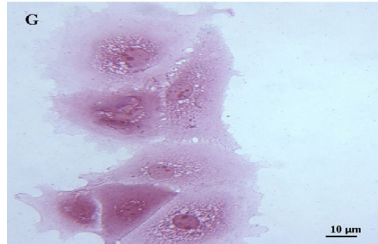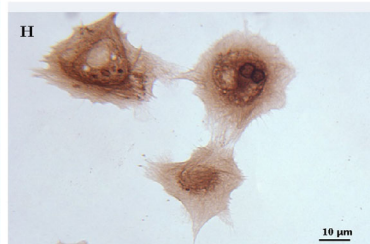

Ampullae of Lorenzini

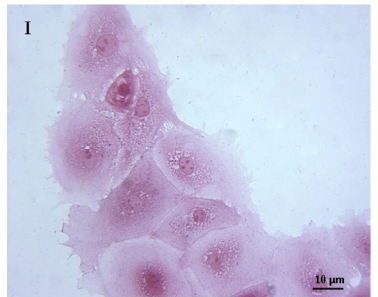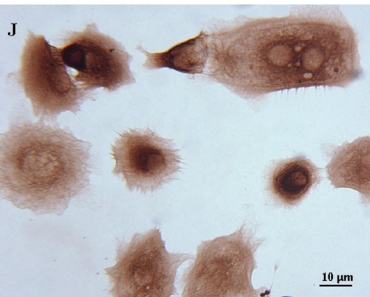

Dorsal skin

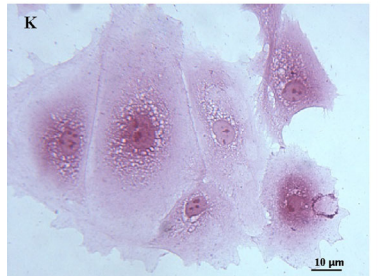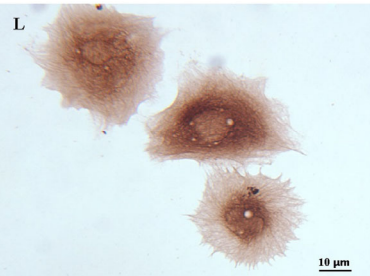

Ventral Skin

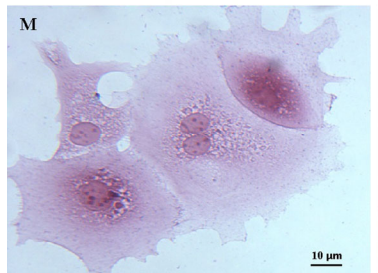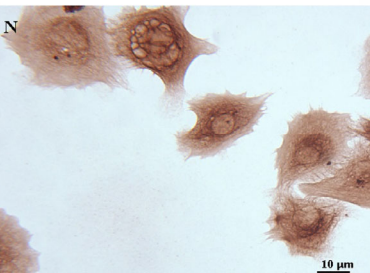

**Supplementary Figure S2.** Cells cultured from the indicated tissue sources were either stained with rhodanile blue (left column) or immunostained with anti-pancytokeratin monoclonal antibodies (right column).

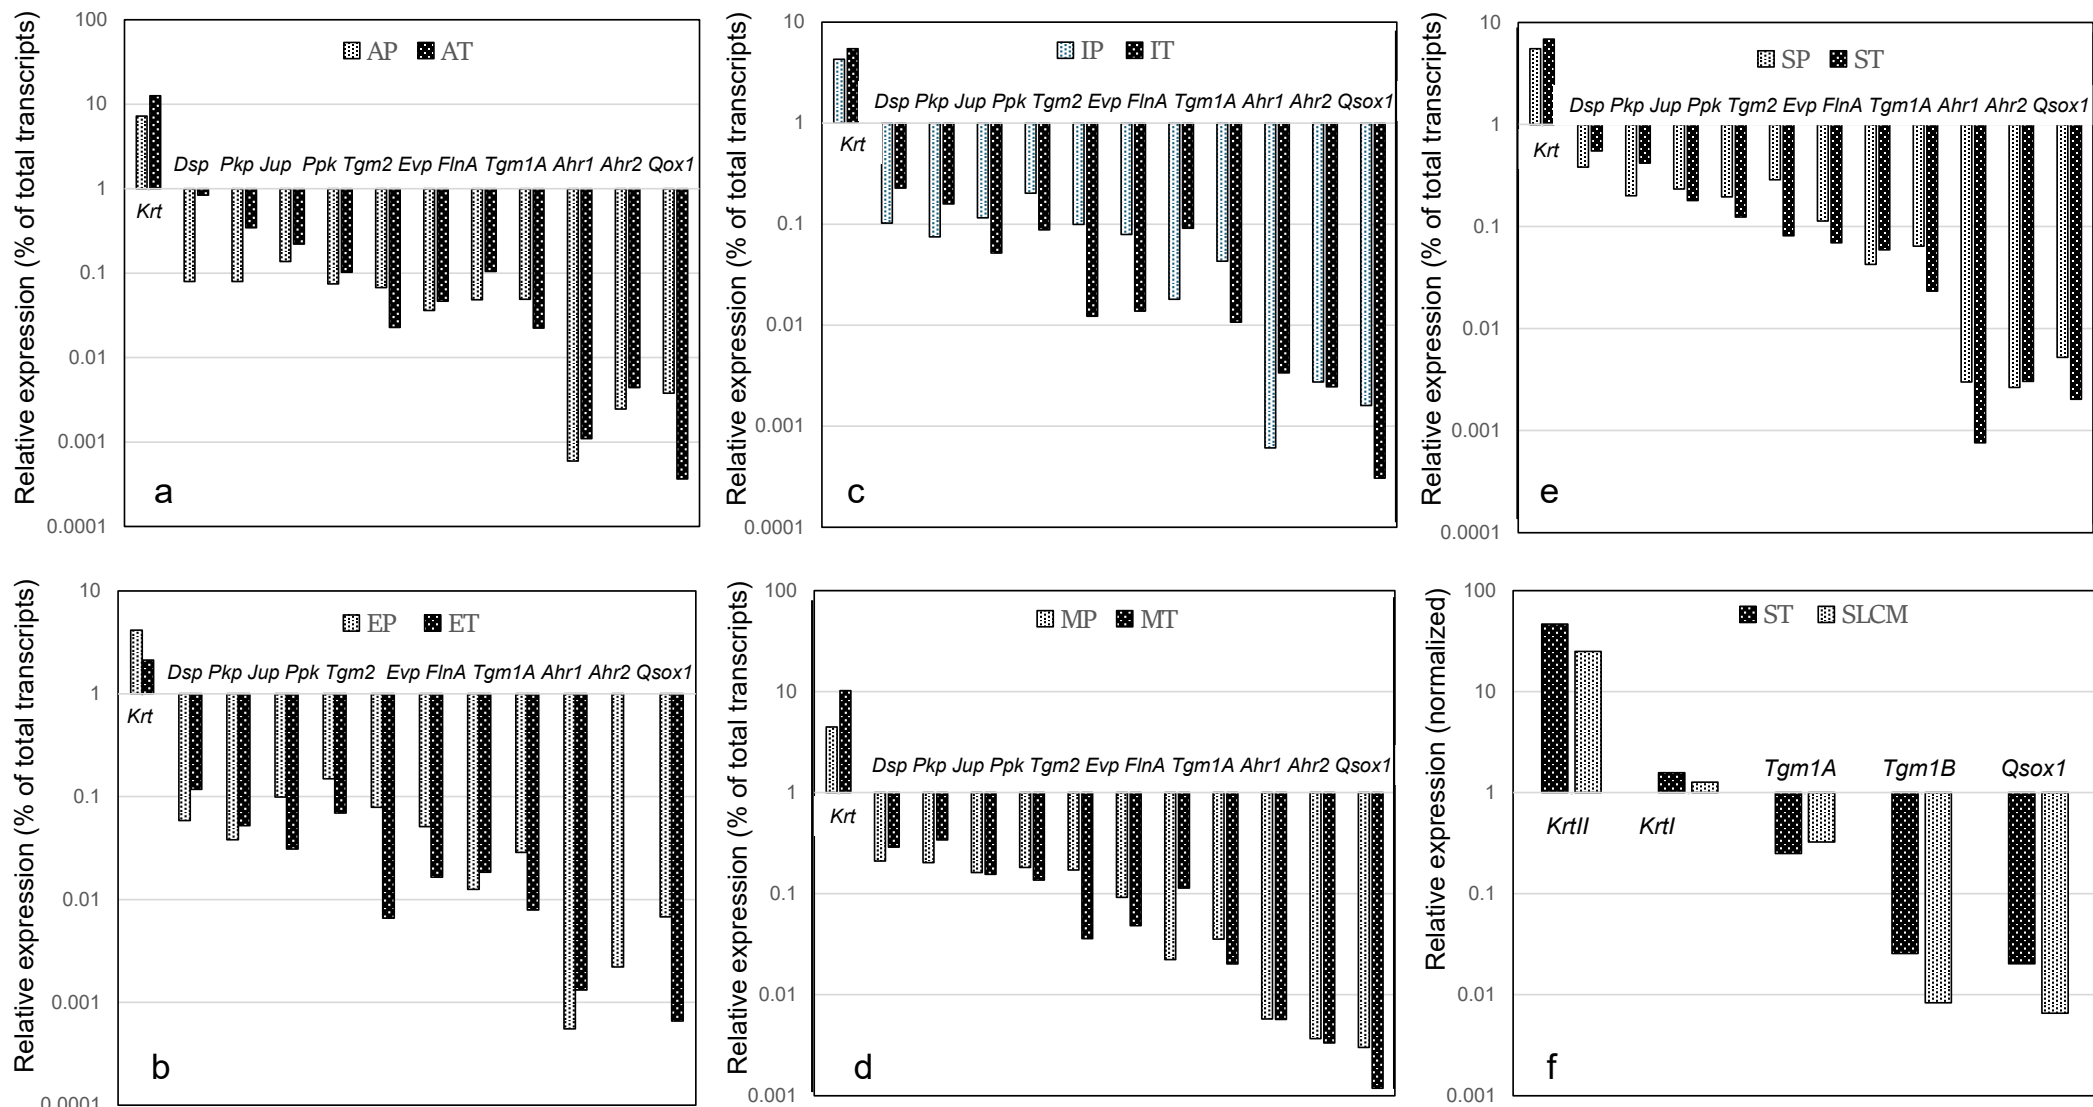

**Figure S3.** Relative gene expression in primary cultures (P) and tissues (T). The numbers of transcripts for a dozen genes, normalized to the total transcript number for each sample, are shown in **a** (ampullae of Lorenzini), **b** (esophagus), **c** (upper palate), **d** (rim of protrusible mouth) and **e** (skin). Relative transcript levels determined by qPCR are shown in **f** for skin tissue (T) obtained by laser capture microscopy for *KrtII*, *KrtI*, *Tgm1A*, *Tgm1B* and *Qsox1*, all normalized to one for the root mean square of *Dsp* and *FlnA*.

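For the other genes, culture and tissue moved in different directions. Mean envoplakin was higher in culture at all 5 sites, from 2.66-fold (mouth rim) to 40.1-fold (upper palate, where the tissue has 1 count; counting interval 5.63 to 286). At the ampullae this rests on 1 of the 2 cultures, with 88 of 91 counts: without it the ratio falls from 6.28 to 0.187, below the tissue. In skin it falls from 2.92 to 1.87 without 1 of the 2 cultures. Plakophilin and periplakin had lower means in culture at all 5 sites, with ratios of 0.068 to 0.548 and 0.182 to 0.827. Without 1 culture the periplakin ratio became 1.02 at the upper palate, and 0.041 or 0.324 at the ampullae. Desmoplakin was lower at 3 sites. Its higher means at the mouth rim (ratio 1.37) and in skin (1.01) rest on 1 culture each: without the dodecaploid culture the mouth rim ratio is 0.901, and without 1 of the skin cultures that of skin is 0.796. Over the 11 cultures and 6 tissues, envoplakin (0.0500 ± 0.0225% and 0.0119 ± 0.0095%, SD), periplakin (0.0699 ± 0.0367% and 0.144 ± 0.0352%) and plakophilin (0.274 ± 0.296% and 0.865 ± 0.517%) differed (two-sided exact permutation tests, Benjamini-Hochberg adjusted p = 0.0113, 0.0113 and 0.0273); plakophilin no longer did without the barbel (adjusted p = 0.0936), ampullae (0.0584), mouth rim (0.0575) or skin tissue (0.0730). Type II keratin loci stood apart in every library: 0.161 ± 0.0594% in culture against 1.07 ± 0.56% in tissue (adjusted p = 0.00121, exact permutation test). The pooled means mix species, since desmoplakin and plakophilin were lower in all 6 green than in all 5 white cultures (0.0437 ± 0.0186% and 0.333 ± 0.124%; 0.0517 ± 0.024% and 0.541 ± 0.235%, SD; exact permutation test, adjusted p = 0.0108 for each). Within white sturgeon, envoplakin (5.11-fold) and Tgm1 (16.0-fold) were higher in all 5 cultures than in all 6 tissues (exact permutation test, adjusted p = 0.0162 for each). There plakophilin did not differ detectably (0.541% and 0.865%, exact permutation test, adjusted p = 0.418). Periplakin was lower (0.0677% and 0.144%, exact permutation test, adjusted p = 0.0244), but no longer so past 0.05 without either skin culture, the dodecaploid culture, the octaploid mouth rim culture of higher keratin share, or the ampullae, upper palate or skin tissue (adjusted p = 0.0536 to 0.0714). Junction plakoglobin (48 counts in all libraries), Tgm2 (87) and FlnA (303) showed no difference between all cultures and tissues detectable at this depth. Within white sturgeon, FlnA was lower in culture past 0.05 only without the esophagus tissue, which has 0 FlnA counts (-0.00875 percentage points, exact permutation test, adjusted p = 0.0298, against 0.162 with it). The FlnA mean of the ampullae cultures rests on 1 of them, with 87 of 101 counts.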

**Figure S4.** Dependence of EROD induction on TCDD concentration in human epidermal cells. Two strains (A, Q) derived from normal epidermis were analyzed in triplicate after overnight exposure to TCDD.

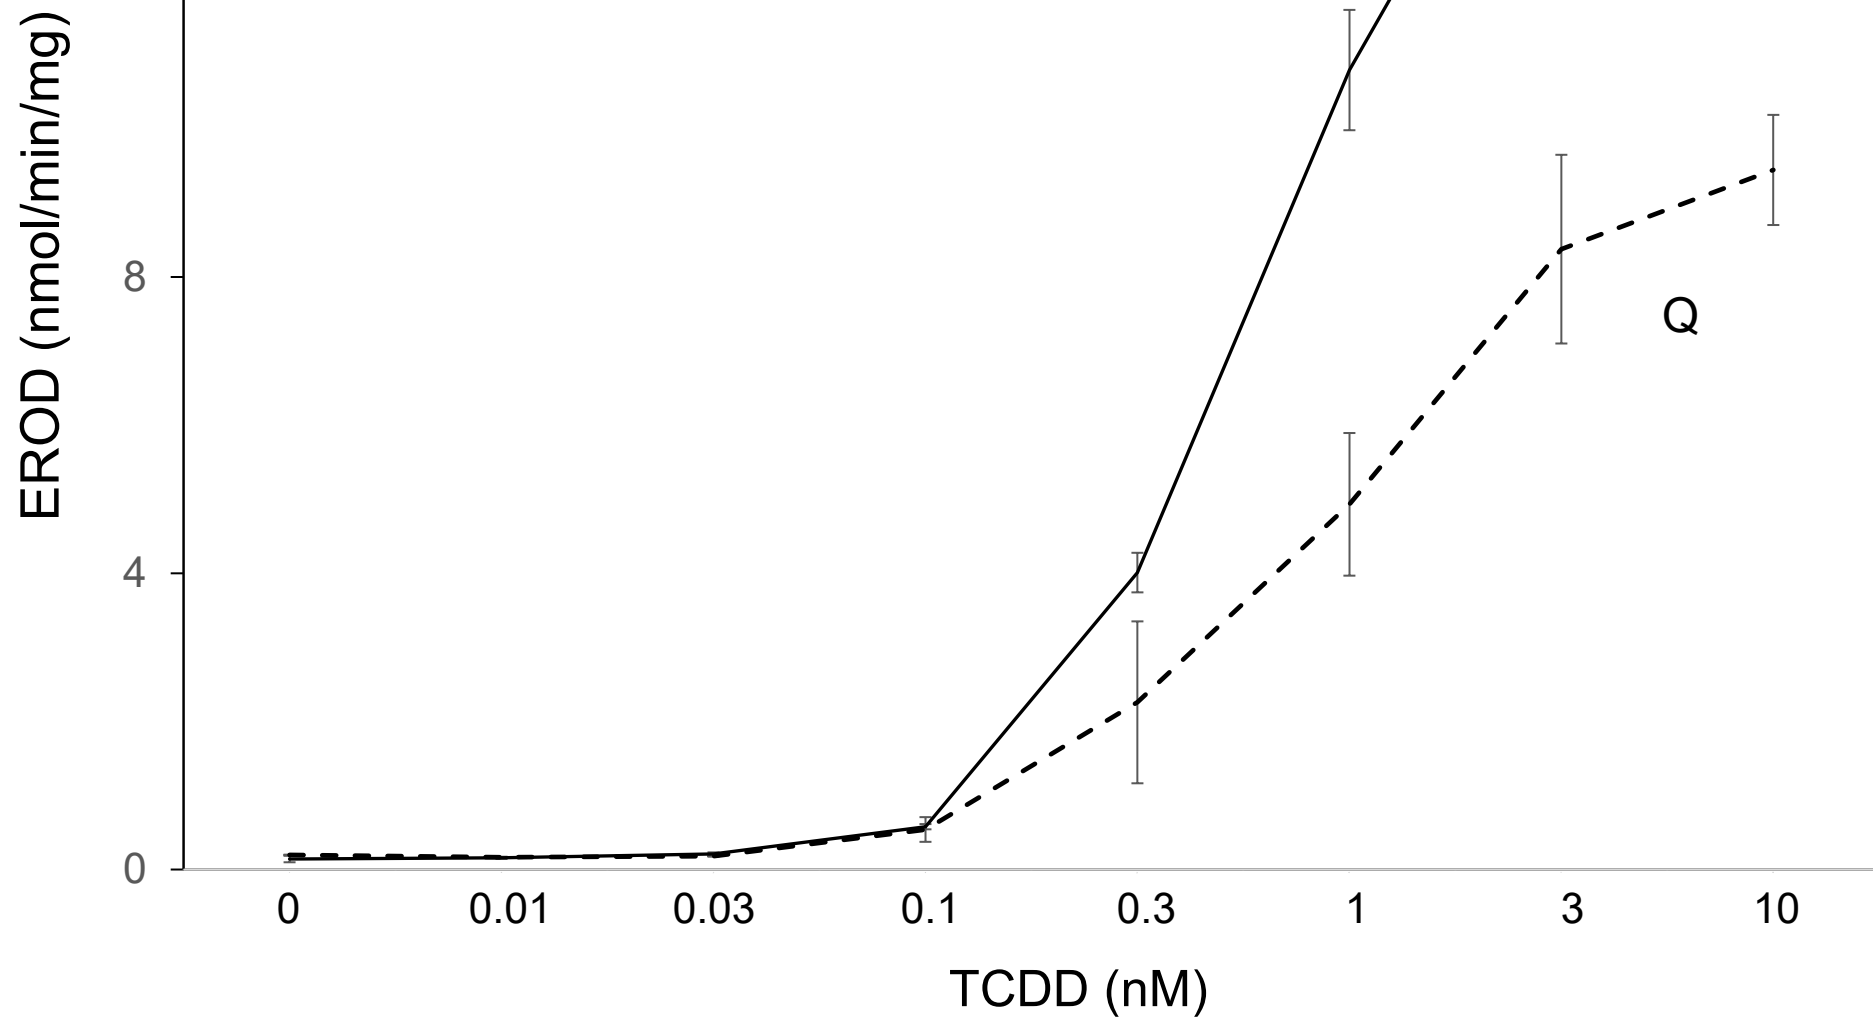

**Supplemental Figure S5.** Y27632 suppression of TCDD (1 nM) toxicity in GSA cells treated for 16 days. The dashed line is a measure of cell protein at the start of treatment. C, control (no addition); E, EGF; Y, Y27632. Like EGF, insulin was ineffective in suppressing the observed toxicity. \*, significantly different from control ( $p = 4 \times 10^{-7}$ ).

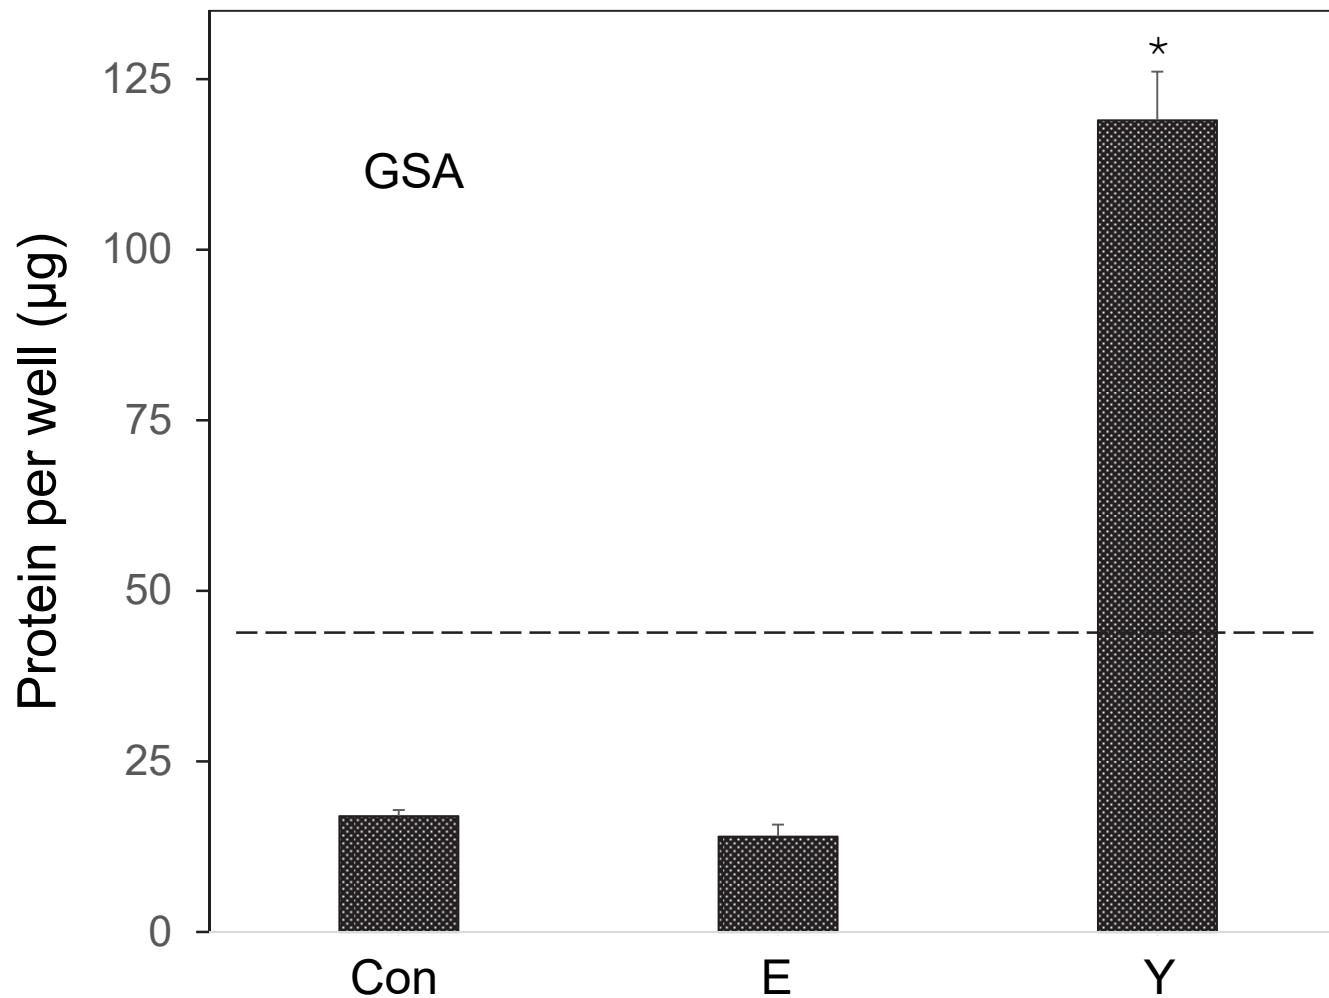

**Supplementary Figure S6.** Shown are the original (uncropped and unedited) images used to compose Figure 4 b and c.

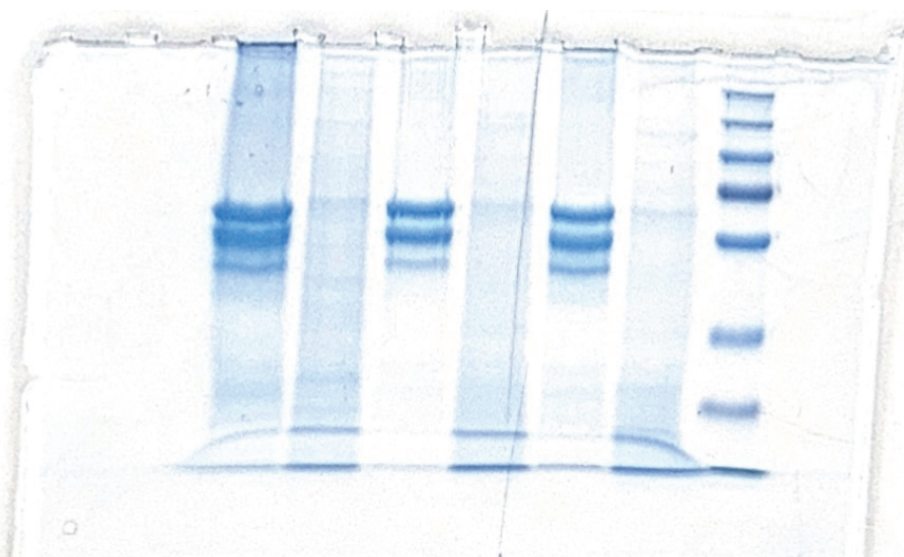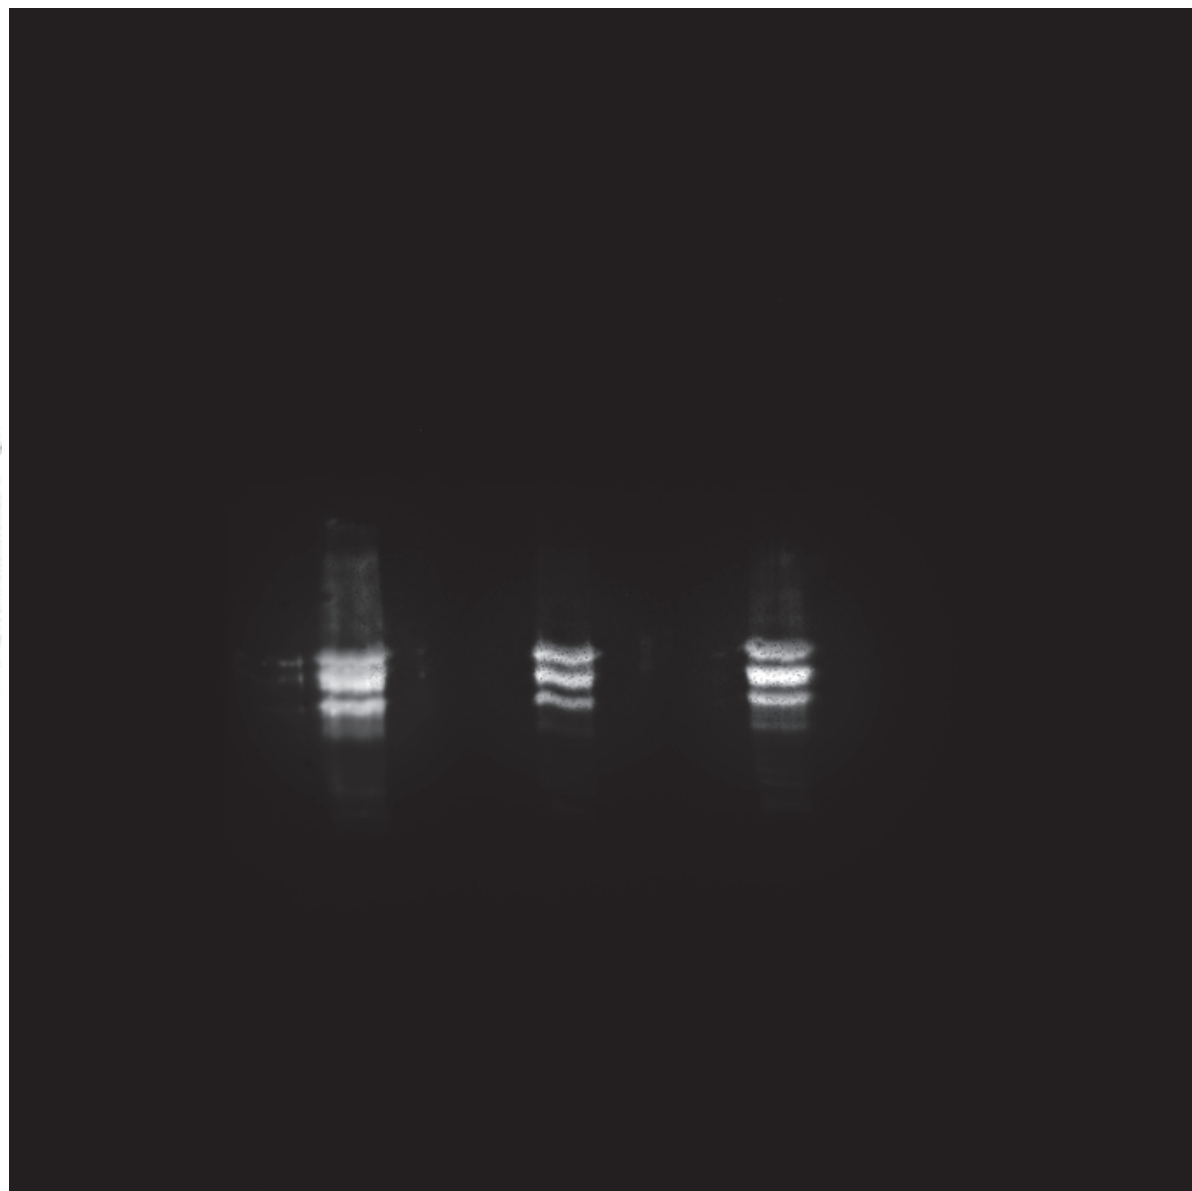

Table S1. Sequences of primers and reporters provided by Applied Biosystems in the custom Taqman gene expression assays.

| <b>Gene</b>  | <b>Forward</b>              | <b>Reverse</b>                    | <b>Reporter</b>   |
|--------------|-----------------------------|-----------------------------------|-------------------|
| <i>Ahr1</i>  | GCCCTCAGGATAGTATGATTACTTCAC | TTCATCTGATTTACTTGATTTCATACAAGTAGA | TCTGCCGGAAACTC    |
| <i>Ahr2</i>  | TTCAAAGAGCAATGCAAACCCAA     | CCATTCAGAAGTTGGCCTTCAAAT          | CCAACCAGATGGATTCC |
| <i>Ahr4</i>  | GGCAAATGAGCAGCTCGTT         | AGCATGGTAAGTAAAGCAGAATGGT         | CTCCCACATCAAACCTC |
| <i>Cyp1a</i> | CCGCAGTGAAGTCTTCCTCTT       | GGGTGAGGTCCAGCTTCTG               | CTGGCTGTGCTCCTGC  |
| <i>Cyp3a</i> | GCGATGGAGTACCTGGACATG       | CAGGGCATAGGTGGGTATCATAAC          | CAAGCCGTGGTGCTGC  |
| <i>Dsp</i>   | CGTCTGTTAGAAGCTCAGATTGCA    | ACTTTTAAGCGATGACTAGCTTTTGG        | CCGGTGGAATCATTG   |
| <i>FlnA</i>  | ACCCAGTAAAGCTGAGATCTCCTT    | CTCCTGGACGATGTACGAAACC            | CATCCTTGCGATCCTC  |
| <i>KrtI</i>  | CGCTATCAGCTCCTTCACTTCTT     | GAGCCTACCCTGTGTGTTGGG             | CTGCGTCACCATGTCTG |
| <i>KrtII</i> | CTCCCTGGGCAATGACAAGA        | GTCCTCCACCATGTTCTGCATATTA         | ATCGCTCTCCAGCTTCA |
| <i>Qsox1</i> | AGACAGTGCTGGACAATGAAGTG     | CACTGTGAGCAGGTGGAAGAG             | CTGGCAGGACACCCAC  |
| <i>Tgm1A</i> | CAGACGCCCAAGAGAATCAAC       | TCTGTCAAGGTGATTGTAGAGTGA          | ATCGGCGATGTGGCACG |
| <i>Tgm1B</i> | CGCGGTGATCAGCTTGGA          | TCAGGGTGAGTGTGGAGTGA              | ACGTCGCCAATGTTG   |

**Table S2.** % Identities among AHR forms identified by PacBio sequencing.

| Green | 1b | 2a | 2b | 4a | 4b |
|-------|----|----|----|----|----|
| 1a    | 82 | 54 | 54 | 45 | 46 |
| 1b    |    | 55 | 54 | 46 | 47 |
| 2a    |    |    | 89 | 49 | 49 |
| 2b    |    |    |    | 48 | 50 |
| 4a    |    |    |    |    | 89 |

| White | 1b | 2a | 2b | 4  |
|-------|----|----|----|----|
| 1a    | 83 | 55 | 55 | 46 |
| 1b    |    | 55 | 56 | 46 |
| 2a    |    |    | 90 | 49 |
| 2b    |    |    |    | 49 |

**Table S3.** % Identities among AHR forms in this work with those of white sturgeon (W) and *Acipenser fulvescens* (F)<sup>15</sup>.

| Green | W1* | W2† | F1‡ | F2§ |
|-------|-----|-----|-----|-----|
| 1a    | 93  | 54  | 93  | 54  |
| 1b    | 86  | 55  | 93  | 55  |
| 2a    | 55  | 93  | 54  | 90  |
| 2b    | 54  | 94  | 54  | 97  |
| 4a    | 45  | 49  | 46  | 48  |
| 4b    | 47  | 49  | 47  | 49  |

| White | W1* | W2† | F1‡ | F2§ |
|-------|-----|-----|-----|-----|
| 1a    | 93  | 55  | 93  | 54  |
| 1b    | 96  | 55  | 97  | 55  |
| 2a    | 55  | 94  | 55  | 90  |
| 2b    | 55  | 96  | 55  | 98  |
| 4     | 46  | 49  | 47  | 49  |

GenBank Accession numbers: \* KJ420394.1,

† KJ420395.1, ‡ KM236089.1, § KM245041.1

**Table S4.** % Identities in comparisons of putative AHR4 forms from green and white sturgeons with those of *Acipenser oxyrinchus oxyrinchus* (Ao; <sup>a</sup>KAK1162081.1), *Acipenser ruthenus* (Ar; <sup>a</sup>XP\_033896483.2, <sup>b</sup>XP\_033898209.1), *Polyodon spathula* (Ps; <sup>a</sup>XP\_041078280.1, <sup>b</sup>XP\_041125165.1) and *Squalus acanthias* (Sa; <sup>a</sup>AFR24092.1, <sup>b</sup>AFR24093.1, <sup>c</sup>AFR24094.1).

|          | Ao <sup>a</sup> | Ar <sup>a</sup> | Ar <sup>b</sup> | Ps <sup>a</sup> | Ps <sup>b</sup> | Sa1 <sup>a</sup> | Sa2a <sup>b</sup> | Sa3 <sup>c</sup> |
|----------|-----------------|-----------------|-----------------|-----------------|-----------------|------------------|-------------------|------------------|
| Green 4a | 94              | 96              | 89              | 88              | 88              | 52               | 49                | 49               |
| Green 4b | 89              | 88              | 96              | 90              | 90              | 50               | 49                | 47               |
| White 4  | 95              | 100             | 82              | 89              | 89              | 47               | 49                | 48               |

**Table S5.** % Identities in comparisons among sturgeon ligand binding domains in this work (column 1) to AHR1 and AHR2 given by Doering et al (2014) for white sturgeon. In that work, AHR1 and AHR2 were 76% identical.

Green AHR1 AHR2

|       |    |    |
|-------|----|----|
| AHR1a | 98 | 74 |
| AHR1b | 99 | 73 |
| AHR2a | 75 | 97 |
| AHR2b | 73 | 98 |
| AHR4a | 55 | 53 |
| AHR4b | 55 | 52 |

White AHR1 AHR2

|       |    |    |
|-------|----|----|
| AHR1a | 99 | 73 |
| AHR1b | 99 | 74 |
| AHR2a | 76 | 99 |
| AHR2b | 73 | 98 |
| AHR4  | 57 | 54 |

**Table S6.** % Identities among sturgeon AHR forms  
in present work compared to zAHR1b (NP\_001019987)  
and zAHR2 (NP\_571339) in zebrafish and  
mAHR (NP\_038492.1) in C57BL/6 mice.

| <u>White</u> | <u>zAHR1b</u> | <u>zAHR2</u> | <u>mAHR</u> |
|--------------|---------------|--------------|-------------|
| AHR1a        | 55            | 54           | 51          |
| AHR1b        | 55            | 53           | 54          |
| AHR2a        | 54            | 71           | 51          |
| AHR2b        | 53            | 69           | 51          |
| AHR4         | 52            | 49           | 51          |

| <u>Green</u> | <u>zAHR1b</u> | <u>zAHR2</u> | <u>mAHR</u> |
|--------------|---------------|--------------|-------------|
| AHR1a        | 59            | 54           | 52          |
| AHR1b        | 59            | 54           | 48          |
| AHR2a        | 54            | 70           | 60          |
| AHR2b        | 53            | 70           | 52          |
| AHR4a        | 52            | 49           | 50          |
| AHR4b        | 53            | 54           | 51          |

**Table S7.** GenBank accession numbers for PacBio nucleotide sequences derived in this work:

|                                                 |          |
|-------------------------------------------------|----------|
| BankIt2964945 white_AHR1a                       | PV738898 |
| BankIt2964945 white_AHR1b                       | PV738899 |
| BankIt2964945 white_AHR2a                       | PV738900 |
| BankIt2964945 white_AHR2b                       | PV738901 |
| BankIt2964945 white_AHR4                        | PV738902 |
| BankIt2964945 Green_AHR2b                       | PV738903 |
| BankIt2964945 Green_AHR2a                       | PV738904 |
| BankIt2964945 Green_AHR1b                       | PV738905 |
| BankIt2964945 Green_AHR1a                       | PV738906 |
| BankIt2964945 Green_AHR4a                       | PV738907 |
| BankIt2964945 Green_AHR4b                       | PV738908 |
| BankIt2965021 Green_DSP-like_X3                 | PV738909 |
| BankIt2965021 Green_DSP-like_X2                 | PV738910 |
| BankIt2965021 White_DSP-like_X1                 | PV738911 |
| BankIt2965021 White_DSP-like_X2                 | PV738912 |
| BankIt2966092 GREEN_KRT50kDa-like               | PV738913 |
| BankIt2966092 WHITE_KRT50kDa-like               | PV738914 |
| BankIt2966092 GREEN_KRT13-like                  | PV738915 |
| BankIt2966092 WHITE_KRT13-like                  | PV738916 |
| BankIt2966092 GREEN_KRT19-like_Partial_20745.23 | PV738917 |
| BankIt2966092 WHITE_KRT19-like_20745.23         | PV738918 |
| BankIt2966092 GREEN_KRT19-like_Partial_20748.62 | PV738919 |
| BankIt2966092 WHITE_KRT19-like_20748.38         | PV738920 |
| BankIt2966092 GREEN_KRT13-like_22698.13         | PV738921 |
| BankIt2966092 WHITE_KRT13-like_22698.17         | PV738922 |
| BankIt2966092 GREEN_KRT19-like_22701.17         | PV738923 |
| BankIt2966092 WHITE_KRT19                       | PV738924 |
| BankIt2966092 GREEN_KRT50kDa-like_25257.5       | PV738925 |
| BankIt2966092 WHITE_KRT50kDa-like_25257.16      | PV738926 |
| BankIt2966092 GREEN_KRT8-like_25399.18          | PV738927 |
| BankIt2966092 WHITE_KRT8-like_25399.216         | PV738928 |
| BankIt2966092 GREEN_KRT8-like_25558.105         | PV738929 |
| BankIt2966092 WHITE_KRT8-like_25558.1011        | PV738930 |

How the deposited data were processed for this re-analysis (not part of the article)

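The processed data are 1 table of counts with 70537 transcripts and 18 libraries from PacBio Iso-Seq of sturgeon RNA: 5 white and 6 green epithelial cultures, 6 white sturgeon tissues and 1 green library of fibroblasts and adipocytes. The deposited counts are whole numbers of reads per transcript and library, which the authors made as follows. Full-length reads were processed with the IsoSeq3 pipeline, aligned to the sterlet genome, classified and filtered with Sqanti3 with a minimum of 3 supporting reads in place of the splice junction filter, and translated transcripts were named by a protein search against sterlet. The aligner is not stated. The values are not scaled: totals run from 29797 to 302286 counts. Libraries were assigned to species, site and kind from the sample labels and the panels of Fig. S3, and no value column was left without a library. The grouping into 3 library sets was inferred from the numbering of the columns and their barcodes.

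For the 15 gene groups, counts of all transcripts carrying the protein name were summed and divided by the library's total, unnamed transcripts included (1.59% to 34.8% of the counts of a library). The type I and type II keratin groups are the loci of Table S7. A single count stands for 0.000331% to 0.00336% of a library, and Wilson 95% intervals give the counting error of single libraries. Means of groups were compared by two-sided exact permutation tests over all splits of the libraries (12376 for 11 cultures against 6 tissues, 462 for 5 against 6), with Benjamini-Hochberg adjustment over the groups. Ratios between genes within a library use counts plus 0.5 and an exact sign-flip test. All tests treat the libraries as independent. The sample labels do not give the fish of each library, so that libraries sharing a fish cannot be ruled out. Ratios by site have 1 tissue library each and were not tested. Groups with 0 counts were set to 3 counts over the group for fold limits.

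For tests across genes, counts were summed over each PacBio locus and analysed with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with TMM normalization, filterByExpr with its default settings, glmQLFit and glmQLFTest at a Benjamini-Hochberg FDR of 0.05, for white cultures against white tissues (1863 genes tested) and green against white cultures (2125 genes). DESeq2 1.42.0 with its size factors was run as an alternative. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Of all splits, 100 were drawn with seed 1. The tools were tested on simulated data of the same size, with 200 genes changed 4-fold at a dispersion of 0.2: edgeR recovered 86.5% and 90% of them in the 2 comparisons, with 4.42% and 2.7% false calls, and DESeq2 86.5% and 91%, with 4.95% and 4.71%. The exact permutation test gave 5% false calls on 2000 simulated comparisons.

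Genes are named in the text by a rule fixed before the data were examined: every gene the paper names for its sequencing or qPCR, for each edgeR comparison, the 5 genes per direction with the largest change among those past FDR 0.05 whose groups do not overlap, and the most abundant gene of each marker list. Of the paper's genes, the values in its own tables and figures had been seen. The 8 marker lists, fixed at the same time, are connective tissue, blood, muscle, mucous secretion, pigment, immune, electroreceptor and hair cell, and proliferation, matched on the protein names.

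The alternatives were a log2 scale (percent plus 0.001), TMM-normalized totals, only transcripts with at least 10 counts, only named transcripts as the total, only keratin loci of Table S7, leaving out the dodecaploid culture, the barbel tissue, or each library in turn, only the mouth rim and skin, and pooled cultures by site. For the tests across genes they were DESeq2, no filter, a stricter filter (at least 10 counts in no fewer libraries than not), no TMM, site or library set as a covariate, all 11 cultures with species as a covariate, FDR 0.01, and transcripts in place of loci. Adding proteins named ON3, and summing over the sterlet protein or the protein name, were chosen after seeing the data.

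Left out were the ratios between Ahr forms, because the names do not separate them; separate values for Tgm1A and Tgm1B, for the same reason; the edgeR value of the Tgm1 locus PB.24903 as a measure of Tgm1, because the locus also holds transcripts of a geranylgeranyl transferase; and sequence comparisons, for which no sequences or reference genome were at hand. The qPCR results are not part of the deposited counts, and no library label names any of the 3 cell lines.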

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

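The tests chosen only after the result was seen, or after values that give it, are those of other splits of the libraries and of counting noise, those of library size, that of other cells of the tissue, those of cells like the fibroblast and adipocyte library and of library set for FlnA, that of library set for the connective tissue list, those of TMM-normalized totals for keratin, of hemoglobin and of named counts in the barbel tissue, those of 1 locus for mucous secretion, Cyp1A and Cyp3A, and the sums over the protein name of the named genes.

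The first pattern is a difference across all genes, a comparison the paper does not make. Genes the paper names are among them, such as 3 keratin loci of Table S7. Between 5 white cultures and 6 white tissues, edgeR found 1060 of 1863 genes past an FDR of 0.05, with 514 higher and 546 lower in culture. DESeq2 found 1114. At 640 genes (34.4%) the groups do not overlap, where chance gives 0.433%. Chance can be excluded as the cause: 1 of 100 splits of the libraries, the real one, gave as many genes. The esophagus tissue, the library of fewest counts, is argued against as the whole cause, since 976 genes passed without it. Low library size in general cannot be excluded this way. The ampullae and upper palate tissues (75334 and 77575 counts) stay below every white culture (lowest 90002). Library set cannot be told apart from culture, because 0 sets hold both white cultures and white tissues. Loss of other cells of the tissue stays open, since the marker lists do not agree and none passed after adjustment over the 8 lists (exact permutation test). Blood markers were lower in culture (0.0264% and 0.0774%, exact permutation test, p = 0.0152, adjusted p = 0.0693), as were those of mucous secretion (0.00334% and 0.0935%, adjusted p = 0.167 by the same exact test), while the connective tissue list was 0.0340 percentage points higher in culture, less than the spread between libraries. The blood list holds only 2 loci, both named 5-aminolevulinate synthase and both also with counts in white cultures. Its lower share in culture therefore does not show a loss of blood cells. A biological difference between cultured cells and tissue stays open beside library set.

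By the rule for named genes, the largest rises in white culture were at PB.27994 (zona pellucida sperm-binding protein 3 receptor-like, 1126 counts in culture and 2 in tissue, a ratio of 649 from pooled counts with a counting interval of 162 to 2599, and of 296 from the mean shares of the libraries), PB.7135 (NEL-like, 233 and 0 counts, at least 89.6-fold with 3 counts over the tissues), PB.12446 (ADAM8a, 112 and 0 counts, at least 43.1-fold), PB.26031 (SAMD9-like, 278 and 2 counts, pooled ratio 160, interval 39.9 to 644, from means 176) and PB.20124 (tubulointerstitial nephritis antigen-like, 267 and 3 counts, pooled ratio 103, interval 32.9 to 320, from means 99.9). The largest falls were at the keratin loci PB.23354 (2 counts in culture and 1740 in tissue) and PB.25257 (34 and 5048), and at PB.14131 (HLA class II gamma chain-like, 5 and 1770), PB.28660 (uncharacterized, 1 and 291) and PB.9076 (SRRM2-like, 2 and 213), which fell below the filter without any 1 of WA2, WI1, WM2, WE1 or WDS1. In each, all 5 cultures lie on one side of all 6 tissues. Summed over all loci of the same protein name, 8 of the 10 still do so, SAMD9 and SRRM2 with lower ratios of means (25.1, and 41.1 against 115 at the locus). The 2 that do not are the keratin loci, whose name is shared by 22 loci.

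The second pattern is again a comparison across all genes that the paper does not make, with genes the paper names, such as desmoplakin, among them. Between 6 green and 5 white cultures, edgeR found 1223 of 2125 genes past an FDR of 0.05, with 619 higher and 604 lower in green. DESeq2 found 1256. At 798 genes (37.6%) the groups do not overlap, where chance gives 0.433%. Chance can be excluded as the cause: 1 of 100 splits, the real one, gave as many genes, and the highest other split gave 655. Library set is argued against as the whole cause. The green ampullae culture GA1 was made in the set of the white cultures, yet it lies nearer the mean of the other green cultures at 879 of 1180 loci (74.5%) that part these from the white cultures. A fit with library set as a covariate adds no independent support. In it the species difference rests on GA1 alone on the green side, a library that itself stands out (below). Reads assigned to different paralogs by species are argued against as the whole cause, though the data are consistent with them for some genes. Of 1174 called genes with a protein name, 55 (4.68%) have a locus of the same name called in the opposite direction, against 19 of 1021 (1.86%) between white cultures and tissues (Fisher's exact test, unadjusted p = 0.000213). Summed over the protein name, 1114 genes passed. Species and anatomical site go together in most cultures, so that both stay open as biological differences, as does the divergence of each species from the sterlet reference.

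The largest rises in green culture, by the same rule, were at PB.15509 (CHMP6, 1571 counts in green and 0 in white, at least 225-fold with 3 counts over the white cultures), PB.19198 (PHLDA2, 623 and 0, at least 89.2-fold), PB.13211 (branched-chain aminotransferase, 451 and 0, at least 64.5-fold), PB.22704 (eIF1b-like, 450 and 0, at least 64.4-fold) and PB.20545 (CD59-like, 511 and 0, at least 73.1-fold). Of these, PB.20545 is the least stable. Its log2 change of 8.81 became 3.46 with library set as a covariate, where GA1 alone gives the green side. It fell below the filter without any 1 of IM, MM, EM, IF or AF. The largest falls were at PB.24923 (von Willebrand factor A domain 5A-like, 2 counts in green and 2101 in white), PB.25651 (CD63, 10 and 4730), PB.15523 (TRIM16-like, 0 and 253, at least 196-fold lower), PB.8697 (dynein light chain Tctex-type 3, 0 and 164, at least 127-fold lower) and PB.20754 (DAP1-like, 0 and 161, at least 125-fold lower). Summed over the protein name, 7 of the 10 still separate all green from all white cultures, but 2 of these by far less: CHMP6 was 0.188% in green and 0.0417% in white (4.51-fold) and PHLDA2 0.0883% and 0.0253% (3.49-fold), since a second locus of the name has counts in both species. PB.22704, PB.15523 and PB.20754 no longer separate them. At PB.15523 and PB.20754, reads that go to a paralog in the other species are a candidate explanation of all or part of the change. At CHMP6, PHLDA2 and PB.22704 the other loci of the name also had a higher mean share in green. That gives no sign of reads moved there in white, though a part stays open. A partner called in the opposite direction was found for 55 of 1174 called genes (4.68%).

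The patterns that follow are single libraries far from the others of their group. Of 75 groups tested, 15 hold such a library. At a chance rate of 1 in 20, 3.75 of these groups would be marked. That rate does not hold for groups of few counts. Where the other libraries have 0, a single count marks a library, as for the hair cell marker in IF. The excess of 15 over 3.75 is therefore not a measure of how many are real.

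In the green ampullae culture AF, keratin made up 9.62% of the counts and the type I loci 9.17%, against 0.935% to 3.72% and 0.262% to 3.07% in the 5 other green cultures. A wrong species label is argued against: AF lies nearer the green mean at 918 of 1119 loci (82.0%) that part the other green from the white cultures. So is a share raised only by how the other counts are spread, since on TMM-normalized totals the keratin share was 11.7%, against at most 3.67% in the others. At PB.22701 lie 92.5% of its keratin counts, and without this locus keratin was 0.725%, within the 0.460% to 1.01% of the other green cultures. Proliferation markers were also high in AF, at 0.204% against 0.0188% to 0.0729%, and 5 of the 6 loci with at least 10 counts in the green cultures, of 9 in the list, were highest in it, which argues against a single locus, as does the 0.115% left without the most abundant locus, against at most 0.0354% in the others. A swap with another green library, the state of this culture, its donor and its site stay open and were not tested.

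The green ampullae culture GA1 stands out 3 times. Its FlnA share was 0.065% (87 counts), against 0.00402% to 0.00967%. Cells like those of the fibroblast and adipocyte library are argued against as the source of the FlnA, since that library holds 0.0239%. So is library set, since the white cultures of the same set reach at most 0.00667%. So are reads moved between filamin paralogs, since all filamin transcripts together gave 0.0687%, against at most 0.0131% in the others. Of these FlnA counts 31 are at PB.25882, where the other green cultures have 2, and 56 at PB.25985, where they have 68. The connective tissue list stood at 0.991% in GA1, against 0.0395% to 0.091%, and at most 0.241% in the white cultures of the same set, which argues against library set. The list would need 25.0% of RNA like that of the fibroblast and adipocyte library. Over 11 loci outside the list that are abundant in that library, 10 of them higher in GA1 than in any other green culture, the median implied share was 18.5% (quartiles 6.34% and 40.0%), so that RNA from fibroblast-like cells may account for the list. Single genes spread around this: decorin was 0.498% in GA1 and 3.09% in the fibroblast and adipocyte library, vimentin 0.231% and 0.428%, SPARC 0.181% and 0.188%, but fibronectin 0.0291% and 0.00247% and collagen alpha-1(III) 0.0127% and 0.00329%. Cells of a kind unlike that library, or a change in the epithelial cells, stay open. Of the 17 loci of the list, 11 have counts in the other green cultures, 14 in white cultures, 12 in white tissues and 0 are in another list. Tyrosinase, the only pigment locus matched, had 4 counts in GA1 (0.00299%) and 0 in the other green cultures, which argues against counting noise (Fisher's exact test times the 6 libraries, p = 0.000687). Its source was not tested.

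In the white mouth rim culture WM, Cyp1A was 0.273% (264 counts) and Cyp3A 1.12% (1080 counts), against 0.00778% to 0.0255% and 0.166% to 0.428% in the 4 other white cultures. Its total of 96708 counts lies within those of the others, which argues against library size. A single locus is argued against as the whole source of the Cyp1A rise: without PB.16685, which holds 246 of the 264 counts, Cyp1A was still 0.0186% (18 counts), against at most 0.0016% in the others. For Cyp3A a single locus cannot be told apart from a rise of the whole group. PB.12844 holds 1072 of the 1080 counts in WM, but also 97.4% of the 1265 counts in the 4 other white cultures. What remains without it is 0.00827% in WM (8 counts) and at most 0.0123% in the others, too few counts to decide. The limit of 90% in the other cultures, above which this test was taken to decide nothing in favor of 1 locus, was set after its result was seen. An exposure or state of this culture stays open and was not tested.

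Of the marker lists, mucous secretion stood at 0.122% in the green esophagus culture EM, against at most 0.00816% in the other green cultures. Of its 333 counts 296 (88.9%) are at 1 locus, PB.4814, named anterior gradient protein 2. This locus is argued against as the whole source: without it the anterior gradient loci still stood at 0.00913% in EM (25 counts), against at most 0.000747% in the other green cultures. The rise does not extend to the rest of the list, since trefoil factor (12 counts, 0.00438%, against up to 0.00653%) was within the others and mucin had 0 counts in EM. The site stays open. The blood list was 0.16% in the green upper palate culture IF, against at most 0.0636% in the others. It consists here of 2 loci named 5-aminolevulinate synthase, both also with counts in white cultures. Blood cells cannot be told apart from expression by the cultured cells: hemoglobin had 0 counts in IF, but only 2 in all libraries together, so that its absence says nothing.

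Counting noise was tested for the smallest counts by Fisher's exact test of the library against the others of its group, times the 6 libraries. It remains an explanation for Qsox1 in the esophagus tissue (1 count, 0.00336%, exact test p = 0.545) and for a hair cell marker in the green upper palate culture IF (1 count, 0.000408%, exact test p = 1). The same exact test argues against it for Tgm2 in the skin tissue (12 counts, 0.00934%, p = 0.00599), for tyrosinase in the skin tissue (11 counts, 0.00856%, p = 1.26e-07) and for hair cell markers in the upper palate tissue (16 counts, 0.0206%, p = 1.34e-09), which are all at PB.18212, named calretinin-like. For these 3 the anatomical site, with 1 library each, stays open and was not tested.

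Decorin made up 3.09% of the counts (7505) of the fibroblast and adipocyte library, on which the paper reports no counts, against at most 0.498% in any other library, GA1. A wrong species label is argued against: the library lies nearer the green mean at 820 of 959 loci (85.5%) that part green from white cultures. The cell type given by the label stays open as the explanation and was not tested against other fibroblasts. In the barbel tissue, which has no panel in Fig. S3, keratin was 17.2% of the counts. The low share of unnamed transcripts in this library is argued against as the cause, since keratin was 17.9% of its named counts, against 14.3% in the next tissue. Site and animal stay open.

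Locus PB.26569, whose transcripts carry no sterlet name, took 23.7% of the counts of the esophagus tissue, 10.9% of the upper palate, 5.94% of the ampullae, 2.72% of the mouth rim, 1.07% of the skin and 0.821% of the barbel tissue, 0.242% of the fibroblast and adipocyte library and 0.074% to 0.381% of the epithelial cultures. Low library size is argued against as the whole cause of the difference between tissues and cultures: the 3 tissues with totals of 125564 to 204203 counts held 0.821% to 2.72%, while the 5 cultures with lower totals, 90002 to 124651, held at most 0.381%. The limit for this test was set after the result was seen, and a stricter one first written, a share far below that of the tissues, is not met. The 3 other tissues have at most 77575 counts, fewer than any culture, so that no culture shows what a total that low gives. Library set cannot be told apart from tissue, since 0 sets hold both. Across the 6 tissues the share falls as the total rises (Spearman's rho = -0.943, exact permutation p = 0.0167, and Pearson's r = -0.825, exact permutation p = 0.0431, unadjusted), so that a property tied to library size, such as RNA quality, may contribute. Without the 2 tissues farthest from the median total, rho was -0.8 (exact permutation p = 0.333) and r -0.861 (exact permutation p = 0.208), with 4 libraries. What the locus encodes could not be tested without its sequence.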

How the results depend on the processing

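The sums over the protein name or the sterlet protein and the addition of ON3-like proteins to keratin were chosen only after the data were seen, and all other alternatives here before. Libraries are given by their labels. The comparisons, site ratios and counts of genes make 19 main results, with 201 values under alternatives: 178 kept their direction and side of the threshold (counts within 1.5 times), 2 passed the threshold and 21 moved. For single gene groups, lists and genes, 1655 values kept both, 70 no longer passed, 32 newly passed, 4 moved and 44 reversed. Of the named genes past FDR 0.05 none reversed: 332 of 362 values for 21 genes between white cultures and tissues, and 225 of 227 for 14 genes between the species, stayed past the threshold. The 2 others are PB.20545 (3.46) and PB.25399 (-1.01) with library set as a covariate, a fit in which GA1 alone gives the green side. Alternatives in which a gene fell below the filter are not counted. Unless stated, the cause was not tested.

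Keratin, culture minus tissue, passed 0.05 only with named transcripts as the total (-5.64 points, exact permutation test, Benjamini-Hochberg adjusted p = 0.0405, over its other alternatives up to 0.334). The number of gene groups past adjusted 0.05 between white cultures and tissues, 5, fell to 3 without the dodecaploid culture, to 2 without WS1, WS2 or W8, to 3 without WM, W12, WA2, WI1 or WDS1 (range without 1 library 2 to 5), and to 0 with only mouth rim and skin, where the smallest p that 21 splits can give is 0.0476 (exact permutation test). Fewer splits also raise the smallest p where 1 library is left out. Envoplakin and Tgm1 passed without any 1 library. Between the species the 3 groups became 5 without AF (range 3 to 5), when keratin also passed (range -4.13 without AF to -1.98 percentage points). The esophagus keratin ratio of 0.248 became 0.215 with transcripts of at least 10 counts. The marker lists past 0.05 went from 0 to 2 on the log2 scale and to 3 without the barbel tissue, WB2 (range 0 to 3, with 3 also without WDS1 and 2 without WI1).

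Of the single gene groups, some passed only in an alternative: on the log2 scale Cyp3A, culture minus tissue (2.26, exact permutation test, adjusted p = 0.0315), and without 1 library, by the same exact test, FlnA of white culture minus tissue without WE1 (-0.00875, adjusted p = 0.0298), Cyp1A of the same without WM2 (0.0645, adjusted p = 0.0476), and Qsox1, green minus white, without WS1 (-0.00137, adjusted p = 0.0179). All results that reversed were short of the threshold in both directions. FlnA, culture minus tissue, became -0.218 on the log2 scale, -0.000955 with named transcripts as the total and -0.000414 without the barbel (range without 1 library -0.00533 without GA1 to 0.00306). White culture minus tissue, Ahr became 0.0780 on the log2 scale, 0.000128 without the dodecaploid culture and 3.14e-05 without the barbel (range -0.000689 to 0.000145), Jup 0.000223 with transcripts of at least 10 counts, type I keratin 0.318 without the barbel (range -2.70 to 0.318) and 0.447 with only mouth rim and skin, Tgm2 -0.00133 with only mouth rim and skin, and the muscle list -4.54e-05 without the barbel (range -0.000268 to 0.000388). Green minus white, Ppk became -0.259 on the log2 scale (range -0.0120 to 0.0166) and Cyp1A ranged from -0.0372 to 0.031, the latter without WM. Culture minus tissue, without 1 library, Jup ranged from -5.94e-05 to 0.000565, Ahr from -3.79e-05 to 0.000827 and Qsox1 from -0.000328 to 0.000343.

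The edgeR counts of genes, 1060 between white cultures and tissues and 1223 between the species, became 2691 and 3551 without a filter, when 11933 and 12147 genes were tested. With site as a covariate 547 passed in the former (541 shared with the 1060), and with library set 464 in the latter. Without 1 library they ranged from 832 to 1075 and from 1048 to 1297. Normalization moved the balance of the white comparison: 48.5% of called genes were higher in culture with TMM, 56.7% with DESeq2 and 59.7% with no TMM, the median log2 change over all genes being -0.04, 0.20 and 0.27. The log2 change of PB.22701, the main keratin locus, was 0.28 with site as a covariate (range without 1 library -0.75 to 0.13, the latter without WB2). Between the species, with library set as a covariate, PB.25558 became 0.40, PB.27199 -0.30, PB.15638 0.049, PB.16685 0.19 and PB.12844 -0.29. Without 1 library PB.16685 ranged from -1.34 to 0.89 (without WM) and PB.13114 from -0.76 (without GA1) to 0.90.

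The ratio tests between Ahr forms were not run, since the forms are not separated by name. Qsox1 with transcripts of at least 10 counts, and the pigment list without WDS1, leave no counts and give no value. The species comparison with only mouth rim cultures, or with GA1 beside the white cultures, has too few splits for a count of groups. Depth limits the genes of few counts: at 29797 counts in the shallowest library a transcript below 0.00336% is expected less than once.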

Differences from the paper's values

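Fig. S3 gives shares of the transcript total as bars without printed numbers, so the paper's values were read by eye and each pair below sets the share of counts computed here beside about the height of the bar in Fig. S3. Tests chosen only after a result was seen play no part here. Whether the figure was made from the deposited transcripts, and with the same totals, could not be checked: of 12 transcripts that Table S7 names with a number, 2 have counts here. The differences below therefore do not tell a difference in the data from one in how the figure was made. Of 100 values compared, 72 differ by more than 1.5 times and by more than the spread between cultures or the counting error. The alternatives set before the data were examined were pooling the cultures of a site, keeping only transcripts with at least 10 counts, taking only named transcripts as the total, and using only white cultures at the mouth rim and in skin. Of 198 such values for the 72 pairs, 4 lie within the limits: periplakin of the ampullae cultures with named transcripts as the total (0.0364%), envoplakin of the upper palate cultures with pooled cultures (0.0550%) or named transcripts as the total (0.0537%), and desmoplakin of the mouth rim tissue with named transcripts as the total (0.204%). None of the others does.

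For keratin, 3 of 10 shares differ from those the paper shows, read by eye, and 6 of 10 are lower here: in culture, esophagus 0.935% (about 4.2% in Fig. S3), upper palate 1.97% (about 4.3% in Fig. S3). In tissue, esophagus 3.77% (about 2.1% in Fig. S3).

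For desmoplakin (Dsp), 5 of 10 shares differ from those the paper shows, read by eye, and 8 of 10 are lower here: in culture, ampullae 0.0373% (about 0.081% in Fig. S3), esophagus 0.0318% (about 0.059% in Fig. S3), upper palate 0.0628% (about 0.10% in Fig. S3). In tissue, mouth rim 0.185% (about 0.29% in Fig. S3), skin 0.339% (about 0.56% in Fig. S3). Only the mouth rim tissue with named transcripts as the total (0.204%) comes within the limits.

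For plakophilin (Pkp), 7 of 10 shares differ from those the paper shows, read by eye, and 3 of 10 are lower here: in culture, esophagus 0.0223% (about 0.038% in Fig. S3), skin 0.342% (about 0.20% in Fig. S3). In tissue, ampullae 0.96% (about 0.34% in Fig. S3), esophagus 0.114% (about 0.053% in Fig. S3), upper palate 0.473% (about 0.16% in Fig. S3), mouth rim 0.949% (about 0.34% in Fig. S3), skin 1.09% (about 0.42% in Fig. S3).

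For junction plakoglobin (Jup), 10 of 10 shares differ from those the paper shows, read by eye, and 10 of 10 are lower here: in culture, ampullae 0.00261% (about 0.14% in Fig. S3), esophagus 0.000731% (about 0.099% in Fig. S3), upper palate 0.00323% (about 0.11% in Fig. S3), mouth rim 0.00176% (about 0.16% in Fig. S3), skin 0% (about 0.24% in Fig. S3). In tissue, ampullae 0.00265% (about 0.22% in Fig. S3), esophagus 0% (about 0.031% in Fig. S3), upper palate 0.00129% (about 0.052% in Fig. S3), mouth rim 0.00159% (about 0.16% in Fig. S3), skin 0.00311% (about 0.18% in Fig. S3).

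For periplakin (Ppk), 8 of 10 shares differ from those the paper shows, read by eye, and 5 of 10 are lower here: in culture, ampullae 0.0353% (about 0.075% in Fig. S3), esophagus 0.061% (about 0.15% in Fig. S3), upper palate 0.123% (about 0.20% in Fig. S3), mouth rim 0.0659% (about 0.18% in Fig. S3), skin 0.064% (about 0.20% in Fig. S3). In tissue, ampullae 0.194% (about 0.10% in Fig. S3), esophagus 0.128% (about 0.069% in Fig. S3), upper palate 0.148% (about 0.087% in Fig. S3). Only the named-transcript total for the ampullae cultures (0.0364%) comes within the limits.

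For Tgm2, 9 of 10 shares differ from those the paper shows, read by eye, and 10 of 10 are lower here: in culture, ampullae 0.00344% (about 0.069% in Fig. S3), esophagus 0.000731% (about 0.079% in Fig. S3), upper palate 0.00445% (about 0.10% in Fig. S3), mouth rim 0.00367% (about 0.17% in Fig. S3), skin 0.00492% (about 0.29% in Fig. S3). In tissue, ampullae 0.00265% (about 0.023% in Fig. S3), upper palate 0% (about 0.012% in Fig. S3), mouth rim 0.00239% (about 0.036% in Fig. S3), skin 0.00934% (about 0.081% in Fig. S3).

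For envoplakin (Evp), 7 of 10 shares differ from those the paper shows, read by eye, and 10 of 10 are lower here: in culture, upper palate 0.0517% (about 0.080% in Fig. S3), mouth rim 0.055% (about 0.093% in Fig. S3), skin 0.0613% (about 0.11% in Fig. S3). In tissue, ampullae 0.00531% (about 0.047% in Fig. S3), upper palate 0.00129% (about 0.014% in Fig. S3), mouth rim 0.0207% (about 0.049% in Fig. S3), skin 0.021% (about 0.069% in Fig. S3). Only the upper palate cultures, pooled (0.0550%) or with named transcripts as the total (0.0537%), come within the limits.

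For filamin-A (FlnA), 9 of 10 shares differ from those the paper shows, read by eye, and 10 of 10 are lower here: in culture, esophagus 0.00402% (about 0.013% in Fig. S3), upper palate 0.00952% (about 0.018% in Fig. S3), mouth rim 0.00329% (about 0.022% in Fig. S3), skin 0.00526% (about 0.043% in Fig. S3). In tissue, ampullae 0.0252% (about 0.11% in Fig. S3), esophagus 0% (about 0.019% in Fig. S3), upper palate 0.0116% (about 0.091% in Fig. S3), mouth rim 0.0104% (about 0.11% in Fig. S3), skin 0.00778% (about 0.059% in Fig. S3).

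For Tgm1, 9 of 10 shares differ from those the paper shows, read by eye, and 10 of 10 are lower here: in culture, ampullae 0.000539% (about 0.050% in Fig. S3), esophagus 0% (about 0.029% in Fig. S3), upper palate 0% (about 0.043% in Fig. S3), mouth rim 0.0113% (about 0.035% in Fig. S3), skin 0.0303% (about 0.065% in Fig. S3). In tissue, ampullae 0.00133% (about 0.023% in Fig. S3), upper palate 0% (about 0.011% in Fig. S3), mouth rim 0.00319% (about 0.020% in Fig. S3), skin 0.00234% (about 0.023% in Fig. S3).

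For Qsox1, 5 of 10 shares differ from those the paper shows, read by eye, and 9 of 10 are lower here: in culture, ampullae 0% (about 0.0038% in Fig. S3), esophagus 0% (about 0.0068% in Fig. S3), upper palate 0% (about 0.0016% in Fig. S3), mouth rim 0.00109% (about 0.0030% in Fig. S3), skin 0.000556% (about 0.0053% in Fig. S3).

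The direction between culture and tissue is opposite to that of the bars in Fig. S3 for 15 of 50 pairs of gene and site. The bars are higher in culture, and the counts in tissue, for keratin in the esophagus, periplakin in the esophagus, upper palate, mouth rim and skin, junction plakoglobin and Tgm2 in skin, Tgm1 in the ampullae, and Qsox1 in the esophagus and skin. The bars are higher in tissue, and the counts in culture, for desmoplakin at the mouth rim and in skin (by a ratio of 1.01, less than the spread between cultures), envoplakin in the ampullae, and filamin-A in the ampullae and esophagus. Keratin has the same direction as the bars at the 4 other sites, and plakophilin at all 5. Several of these directions rest on few counts or on 1 culture. In culture and tissue the counts are 0 and 4 for junction plakoglobin in skin, 11 and 12 for Tgm2 in skin, 2 and 1 for Tgm1 in the ampullae, 0 and 1 for Qsox1 in the esophagus, 1 and 1 for Qsox1 in skin, and 11 and 0 for filamin-A in the esophagus. Without 1 culture, envoplakin in the ampullae (without GA1, ratio 0.187), filamin-A in the ampullae (GA1, 0.184), desmoplakin at the mouth rim (W12, 0.901) and in skin (WS2, 0.796), periplakin at the upper palate (IM, 1.02) and Qsox1 in skin (WS1, 1.43) take the direction of the bars. With the cultures of a site pooled, desmoplakin in skin (0.329% in culture, 0.339% in tissue) and filamin-A in the ampullae (0.0232% and 0.0252%) take the direction of the bars.

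The paper describes 5 distinct AHR forms in the white sturgeon sequences. The names in the counts point to 3 sterlet proteins, none of them a protein that Table S4 sets beside AHR4, so AHR4 has 0 counts by name in white as in green sturgeon.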

Other observations

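No test in this part was chosen only after its result was seen, apart from the look at the row totals and Table S7 names of the counts.

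Of the 8 marker lists, 0 differed between the 5 white cultures and 6 white tissues (exact permutation test, Benjamini-Hochberg adjusted over the lists), and 2 did at an unadjusted p under 0.05. Mean shares in culture and tissue, with the p of the same exact permutation test, were 0.141% and 0.107% for connective tissue (adjusted p = 0.511), 0.0264% and 0.0774% for blood (p = 0.0152, adjusted 0.0693), 0.00121% and 0.00113% for muscle (adjusted p = 1), 0.00334% and 0.0935% for mucous secretion (0.167), 0% and 0.00143% for pigment (1), 0.318% and 0.451% for immune (0.319), 0% and 0.00416% for electroreceptor and hair cell (0.319), and 0.0996% and 0.0314% for proliferation (p = 0.0173, adjusted 0.0693). Without WB2, or without WDS1, blood, mucous secretion and proliferation passed (exact permutation test, adjusted p = 0.0423 for each). Without WI1, blood and mucous secretion did (exact permutation test, adjusted p = 0.0317 for each). The mucous secretion mean of the tissues rests largely on the esophagus tissue, WE1 (0.315%). Without WE1 the difference fell from -0.0901 to -0.0457 percentage points. Most loci of the lists also have counts in the white tissues: 12 of 17 for connective tissue, 2 of 2 for blood, 4 of 7 for muscle, 9 of 10 for mucous secretion, 1 of 1 for pigment, 7 of 8 for immune, 2 of 2 for electroreceptor and hair cell and 9 of 9 for proliferation.

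Between white cultures and white tissues, Cyp3A made up 0.436 ± 0.395% and 0.114 ± 0.0722% of the counts (SD, exact permutation test, adjusted p = 0.0390). Without WM, the difference fell to 0.151 percentage points with an adjusted p of 0.129. It also no longer passed without any 1 of WS1, WS2, W8, WA2, WI1, WM2, WE1 or WDS1 (adjusted p = 0.0536 to 0.143). At the most abundant loci, PB.12844 (Cyp3A) rose by 1.78 and PB.16685 (Cyp1A) by 3.13 on the log2 scale in white culture (edgeR, FDR-adjusted p = 0.0103 and 0.00988). Without WM these were 1.17 and 1.40 and no longer passed (adjusted p = 0.0605 and 0.129).

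Of the keratin loci of Table S7 in white cultures against white tissues, PB.25257, PB.25558 and PB.25399 were lower in culture (edgeR log2 change -7.62, -2.95 and -2.23, with FDR-adjusted p = 1.11e-05, 0.000143 and 0.00199), while PB.22701 and PB.22698 did not differ (-0.42 and -1.01, adjusted p = 0.691 and 0.423). PB.20745 (137 and 89 counts) and PB.20748 (6 and 0) fell below the filter. Of 12 transcripts that Table S7 names with a number, 2 have counts.

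At the most abundant loci of other genes, PB.27199 (periplakin) was lower and PB.15638 (envoplakin) higher in white culture (log2 change -3.03 and 2.01, adjusted p = 1.11e-05 and 0.00221), and PB.21755 (plakophilin) was lower by little more than the threshold (-1.24, adjusted p = 0.0443, and past it in only 6 of 18 alternatives). It no longer passed without WS1 (adjusted p = 0.118), WS2 (0.138), W12 (0.0961), W8 (0.0575), WB2 (0.0717) or WA2 (0.0615). PB.4242 (desmoplakin) did not differ (0.54, adjusted p = 0.261). Between green and white cultures, PB.4242 and PB.21755 were lower in green (-2.96 and -3.70, adjusted p = 8.63e-06 and 8.71e-06, and past the threshold in 17 of 17 alternatives each).

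At the most abundant loci of the marker lists that passed the filter, PB.13114 (decorin-like) was higher in white culture than in white tissue (edgeR log2 change 2.09, FDR-adjusted p = 0.00674), PB.17729 (5-aminolevulinate synthase) lower (-1.88, adjusted p = 0.00116), PB.18131 (lysozyme g-like) not different (0.92, adjusted p = 0.159), and PB.20116 (ribonucleotide reductase M2-like) higher (1.37, adjusted p = 0.0336). The last passed in 9 of 18 alternatives and no longer did without WS1 (adjusted p = 0.0701), WS2 (0.0691), W12 (0.0574), W8 (0.0647), WA2 (0.0674), WI1 (0.0798) or WM2 (0.0879).

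Of the 70537 transcripts, 23328 (33.1%) total 2 counts over the 18 libraries, which is below the minimum of 3 supporting reads that the methods state. In the fibroblast and adipocyte library, 71 counts carry the name of an aryl hydrocarbon receptor, against 2 to 20 in each green epithelial culture. The libraries include epithelial cultures of the same species and sites as the paper's 3 cell lines. Their labels do not state whether any of them comes from these lines, so the qPCR measurements could not be matched to libraries.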
